# Identification of Hub Genes Related to the Recovery Phase of Irradiation Injury by Microarray and Integrated Gene Network Analysis

**DOI:** 10.1371/journal.pone.0024680

**Published:** 2011-09-13

**Authors:** Jing Zhang, Yue Yang, Yin Wang, Jinyuan Zhang, Zejian Wang, Ming Yin, Xudong Shen

## Abstract

**Background:**

Irradiation commonly causes long-term bone marrow injury charactertized by defective HSC self-renewal and a decrease in HSC reserve. However, the effect of high-dose IR on global gene expression during bone marrow recovery remains unknown.

**Methodology:**

Microarray analysis was used to identify differentially expressed genes that are likely to be critical for bone marrow recovery. Multiple bioinformatics analyses were conducted to identify key hub genes, pathways and biological processes.

**Principal Findings:**

1) We identified 1302 differentially expressed genes in murine bone marrow at 3, 7, 11 and 21 days after irradiation. Eleven of these genes are known to be HSC self-renewal associated genes, including *Adipoq*, *Ccl3*, *Ccnd1*, *Ccnd2*, *Cdkn1a*, *Cxcl12*, *Junb*, *Pten*, *Tal1*, *Thy1* and *Tnf*; 2) These 1302 differentially expressed genes function in multiple biological processes of immunity, including hematopoiesis and response to stimuli, and cellular processes including cell proliferation, differentiation, adhesion and signaling; 3) Dynamic Gene Network analysis identified a subgroup of 25 core genes that participate in immune response, regulation of transcription and nucleosome assembly; 4) A comparison of our data with known irradiation-related genes extracted from literature showed 42 genes that matched the results of our microarray analysis, thus demonstrated consistency between studies; 5) Protein-protein interaction network and pathway analyses indicated several essential protein-protein interactions and signaling pathways, including focal adhesion and several immune-related signaling pathways.

**Conclusions:**

Comparisons to other gene array datasets indicate that global gene expression profiles of irradiation damaged bone marrow show significant differences between injury and recovery phases. Our data suggest that immune response (including hematopoiesis) can be considered as a critical biological process in bone marrow recovery. Several critical hub genes that are key members of significant pathways or gene networks were identified by our comprehensive analysis.

## Introduction

Ionizing radiation (IR) is ubiquitous in our environment and has many beneficial medical and industrial applications. However, IR also carries potential hazards for human beings, particularly for bone marrow (BM) with the ability of rapid self-renewal [1]. In addition, radiotherapy, as a commonly used treatment for various tumors, induces severe toxic effects on normal healthy tissues due to its non-tumor specificity [2]. Due to the significant undesirable side-effects, it would be of importance to study the cellular response to IR at the genetic level.

Acute myelosuppression is highlighted as a common side effect of radiation damage, which mainly damages the rapidly proliferating hematopoietic stem cells (HSCs), hematopoietic progenitor cells (HPCs) and their more mature progeny [3]. The majority of patients recover rapidly from acute symptoms with seemingly complete recovery of peripheral-blood cell counts and BM cellularity. The recovery of BM hematopoietic function can be promoted by combined use of various hematopoietic growth factors (HGFs) [4], [5]. However, large numbers of patients still suffer from defective HSC self-renewal and decreased HSC reserves during long-term BM injury [4]. Current medical management of irradiation patients is not satisfactory. Furthermore, the identification of possible therapeutics to overcome this problem is confounded by the lack of knowledge concerning the IR-induced molecular and genetic pathophysiology [6].

Microarray is an effective approach to monitor global alterations of gene expression and identify genes that are important to IR-induced disease processes [7]. Dai *et al*. identified 34 up-regulated and 69 down-regulated genes in murine bone marrow 6 h after 6.5 Gy gamma radiation when compared to the expression levels in untreated bone marrow. These genes participate in DNA replication/repair, proliferation/apoptosis, cell cycle control and RNA processing [8]. Previous groups have used microarray to determine the effect of acute high-dose or prolonged low-dose IR exposure on gene expression in various tissues, including: kidneys, testes and brain [9]–[13]. The analysis of Gene Ontology and pathway enrichment of these differentially expressed genes have provided basic insight into the molecular pathogenesis of radiation injury and gene regulation induced by IR.

However, these experiments focused more on the injury phase instead of the recovery phase. Global gene expression analyses at the stage of tissue recovery after high-dose IR have not been reported thus far. There are several important pathological processes during the recovery phase which prompt us to study differential gene expression profiles and their interactive relationships. First, surviving victims exposed to a range of 7–10 Gy total body irradiation (TBI) frequently develop a delayed complex hematologic pathology [4], [14]. Additionally, myelosuppression appears during the first days after IR, mainly attributed to the injury of HSCs and mesenchymal stem cells (MSCs). These two stem cells are critical for BM regeneration and hematopoiesis recovery, which is expected to last over an extended time period [3], [15]–[17]. Furthermore, a set of genes involved in hematopoietic recovery, such as, *Cdkn1α*, and *Il12a*, have been reported to be induced at 24 h, or longer, after exposure. These genes are expected to be informative biomarkers and potentially have use as therapeutic targets [18], [19].

In this paper, our hypotheses were: 1) the gene expression profiles of irradiation damaged bone marrow are not identical in injury phase and recovery phase; and 2) hub genes potentially vital to BM recovery can be identified by means of microarray analysis combined with bioinformatics analysis of genetic networks. To prove our hypotheses, we used microarray analysis to monitor differential gene expression in bone marrow at 3, 7, 11 and 21 days after total body irradiation (TBI) compared to sham-irradiated control. Comprehensive bioinformatics analyses were used to enrich datasets for Gene Ontology and pathway information to provide deeper insight into the biological mechanisms at the recovery phase after irradiation injury. Using this approach we were able to predict hub genes that are most likely associated with BM recovery after acute high-dose irradiation and identify molecules that could serve as novel therapeutic targets.

## Results

### Mouse model of irradiation injury

Bone marrow injury and recovery induced by IR were assessed according to peripheral blood cell counts and total bone marrow nucleated cell (BMNC) counts (Figure 1). BMNC counts reached nadir at 3 days after IR (3 DAI) and the number returned to the normal level by 21 DAI (Figure 1A). In addition, peripheral blood cell counts also reduced significantly, including white blood cell (WBC) counts (Figure 1B) and platelet (PLT) counts (Figure 1C). It is note worthy that the number of BMNCs begins to increase at approximate 3 DAI and the recovery of WBCs and PLTs exhibit little delay. The results suggest that damaged bone marrow and hematopoietic function begin to recovery at approximately 3 DAI.

**Figure 1:**
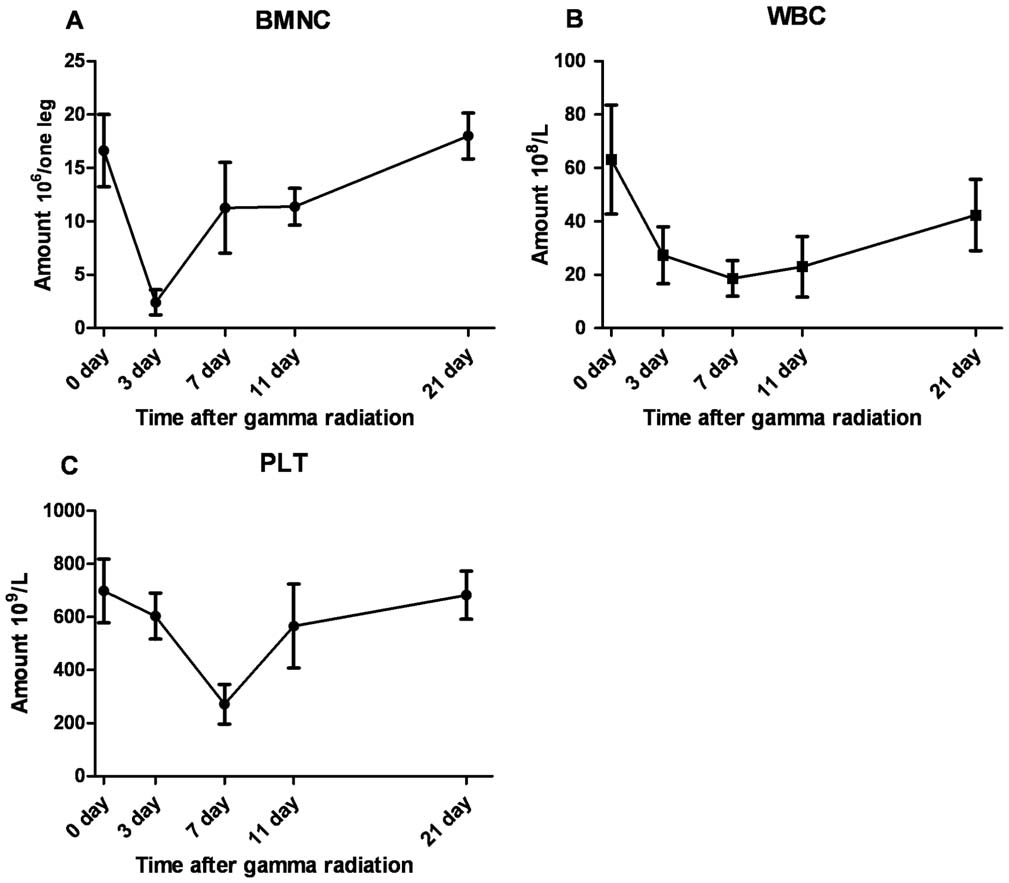
Myelosuppression in mice after ionizing radiation. (A) BMNC counts in mice after IR. (B) WBC counts in mice after IR. (C) PLT counts in mice after IR. We used 6∼8 mice at each time point.

### Microarray data

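Gene expression was measured in total bone marrow cells of BALB/c mice, an inbred strain, after total body irradiation with a single dose of 4 Gy of gamma-rays at 0.7653 Gy/min. Whole marrow was collected from both tibias at 4 times, given as days after irradiation (DAI), which were 3, 7, 11 and 21 DAI, and sham-irradiated mice, taken as 0 DAI, served as control. The paper states that 6 to 8 mice were used for each time point to collect enough cells, and describes the RNA as that of 4 irradiated mice and 1 sham-irradiated mouse. There is 1 array for each of the 5 time points. No value below therefore has a replicate error, no test between time points is possible, and a gene is called higher or lower by size alone. RNA was copied from an oligo(dT) primer, which pairs with poly(A) tails, to biotin-labelled cRNA. The cRNA was hybridized to Illumina MouseWG-6 BeadChips, on which each probe is a 50-base sequence carried by beads. The authors read the signals with GenomeStudio and applied average normalization, which scales the arrays to a common mean. In the deposited table, the probes have background-subtracted intensities with a mean of 535.7 on each array, so no further scaling was applied. The median signal was 11.3 at 0 DAI and between 10.3 and 11.9 at the other times, and between 29.8% and 30.5% of the probes lay above a signal of 64 on each array. That signal was used as a floor, to which lower values were set. Of the probes, 34885 carried 1 gene symbol, and the brightest probe of each gene stood for the gene, which gave 19057 genes, of which 8879 were above the floor on at least 1 array. Each value at 3, 7, 11 or 21 DAI was divided by the value at 0 DAI, and a gene was called where the log2 ratio was 1 or more, or -1 or less, that is, at least 2-fold. A ratio with 1 of its 2 signals under the floor is a bound, and is given as at least or at most that size. All 4 ratios of a gene share the single 0 DAI array, so an unusual value there shifts all 4 in the same direction.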

To investigate gene expression profiles that are associated with BM recovery, mRNA expression in total bone marrow cells was profiled using gene chip at 3, 7, 11 and 21 DAI compared to 0 DAI (sham-irradiation) as control. A total of 1302 genes were identified that showed statistically significant differential expression in irradiated mice at least at one time point when compared to control (*p*-value<0.05) [Table S1]. 

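At 3 DAI, 471 genes were at least 2-fold higher and 355 at least 2-fold lower than at 0 DAI, of 8471 genes with a ratio. The numbers were 338 higher and 281 lower at 7 DAI, 498 and 433 at 11 DAI, and 212 and 306 at 21 DAI. In all, 1925 genes passed the 2-fold size at 1 or more times, and 1267 of them at exactly 1 time. Lower at all 4 times were 61 genes, among them the immediate early gene Fosb, the heat shock genes Hspa1a and Hspa1b and the chemokine receptor Ccr7. Higher at all 4 times were 9 genes, among them C1qb and C1qc, which encode complement proteins, and Fcna, a ficolin gene of macrophages that was picked out after its values had been seen. If the 5 arrays were exchangeable, the 0 DAI array would be the highest of the 5 for 20% of the genes by chance, and it was so for 10.6%. The same 2-fold rule applied to each array in turn gave 61, 158, 29, 110 and 3 genes above all 4 other arrays for 0, 3, 7, 11 and 21 DAI, and 9, 62, 25, 102 and 56 genes below them, with means of 72.2 and 50.8 over the 5 arrays. The split between higher and lower depends on the scaling. With each array scaled to a common median, higher and lower genes numbered 389 and 446 at 3 DAI, 225 and 362 at 7 DAI, 351 and 539 at 11 DAI, and 126 and 385 at 21 DAI. Under quantile normalization, 151 genes were higher and 344 lower at 21 DAI. The median log2 ratio of all genes was 0.12, 0.11, 0.12 and 0.17 at the 4 times, and 0.02, -0.01, 0.00 and 0.03 with median scaling. Of the genes in Table S1, 817 could be matched to a gene here, and 730 of them were called at 1 or more times.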

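Among the genes measured above the floor on both arrays, the highest ratios at 3 DAI included matrix and stromal genes, Bgn (biglycan) at a log2 ratio of 3.94, Sparc at 3.87 and Igfbp7 at 3.49, together with Errfi1, a feedback inhibitor of EGF receptor signaling, at 4.03 and the cytokine-induced Cish at 3.40. The lowest at 3 DAI included genes of B cells, Cd72 at -3.68 and Fcmr at -3.06, and the heat shock gene Hspa1b at -3.49. At 7 DAI, the surrogate light chain genes Igll1 and Vpreb1 of B cell precursors were at 2.33 and 2.24 and the neutrophil cystatin Stfa1 at 2.17, whereas Fosb was at -7.16 and the lymphocyte activation gene Cd69 at -4.13. At 11 DAI, the highest genes were led by interferon-induced genes, including Ifit3 at 4.76, Gbp2 at 4.31, Isg15 at 3.81, Usp18 at 3.68 and Igtp at 3.59. The niacin receptor gene Hcar2 at -4.22, Ccrl2 at -3.34 and G0s2 at -3.12 were among the lowest. At 21 DAI, the highest ratios were smaller. They included Upp1 at 1.93, the cytokine receptor gene Csf2rb2 at 1.89 and Bcl3 at 1.79. The lowest were Hspa1b and Hspa1a, both at -5.00, followed by Fosb at -4.81, Hcar2 at -4.53 and Rgs1 at -4.03. Each of these ratios compares 2 single arrays.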

A subset of these genes is known to have functions that are directly related to HSC self-renewal. 

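Of 11 genes of HSC self-renewal and proliferation that the paper names from these arrays, 10 were measured and 1 is not analysed here. At 3 DAI, 6 of the 10 were at least 2-fold higher and 1 was lower, with a median log2 ratio of 1.79. The D-type cyclin genes Ccnd1 and Ccnd2 were at 2.55 and 1.38, the cell cycle inhibitor gene Cdkn1a (p21) at 2.19, and Thy1, a surface marker of T cells and stromal cells, at 2.41. At 7 DAI, 2 were higher and 3 lower, with a median of 0.16. At 11 DAI, 3 were higher, which were Thy1 at 2.75, Ccnd2 at 2.07 and Ccnd1 at 1.75, and 4 were lower, which were Ccl3, Tnf, Junb and Cdkn1a, the last at -1.25, with a median of -0.098. At 21 DAI, none of the 10 was higher and 4 were lower. These included Tal1, a transcription factor of stem and erythroid cells, at -2.04, beside a median of -2.0 of the erythroid genes at that time. The probes of Ccnd2 differed. Its brightest probe, used here, was at 1.38, 1.27, 2.07 and 0.56 at the 4 times. Another of its 4 probes was at -0.52, -1.66, -0.22 and -2.11, the opposite call at 7 DAI. Yet another followed the brightest, at 1.67, 1.15, 2.18 and 0.57. The genes were chosen by the paper on these samples, so their directions are not independent evidence.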

By comparing our results with HSC self-renewal and proliferation associated genes reported by Kirouac *et al*. [20], we identified eleven differentially expressed genes in common, *ADIPOQ*, *CCL3*, *CCND1*, *CCND2*, *CDKN1A*, *CXCL12*, *JUNB*, *PTEN*, *TAL1*, *THY1* and *TNF*. Our data show that *Adipoq* and *Cxcl12* were up-regulated, which is known to increase HSC proliferation; conversely, *Ccl3* and *Tnf* were down-regulated, which is known to repress HSC proliferation [20]. 

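Adipoq encodes the adipocyte hormone adiponectin. Its signal was 89.0 at 0 DAI and 1788 at 3 DAI, a log2 ratio of 4.33, and its ratio lay between -0.15 and 0.63 at the later times. Cxcl12 encodes a chemokine by which stromal cells retain HSCs. Its signal was 1252 at 0 DAI and 8167 at 3 DAI, a log2 ratio of 2.70, and its ratio was 0.14 at 7 DAI, -0.05 at 11 DAI and -0.87 at 21 DAI. Both were thus at least 2-fold higher at 3 DAI alone. At that time, 14 of 18 osteoblast and stromal genes with a ratio were at least 2-fold higher and none was lower. Of 25 such genes with a named probe, 18 had a ratio, and 8 of the 18 ratios were bounds. The median of the 18 was 1.79, above all 10000 random lists matched on expression. A gene under the floor at 0 DAI has a ratio only where it rises above the floor, so it cannot count as lower. Cxcl12 is itself on this list. Of 14 adipocyte genes with a named probe, only 5 had a ratio, of which 3 were higher and 1 was lower. The rest of them were under the floor on both arrays. The chemokine gene Ccl3 was at -0.87 at 3 DAI and was lower at the other times, with -4.68 at 7 DAI, -4.41 at 11 DAI and -3.40 at 21 DAI. The cytokine gene Tnf was at -0.05, -1.21, -2.22 and -0.97 at the 4 times.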

Based on these data, cell-extrinsic and cell-intrinsic regulation networks can be constructed, which are expected to be comprised of genes that regulate damaged bone marrow regeneration and have a central role in the control of HSC proliferation.

### Cluster analysis of significant differential genes

The temporal expression pattern of significant differential gene expression was examined by using STEM software, each profile contains a cluster of multiple genes which have similar expression patterns after IR [21]. 

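The genes of the paper's 11 significant profiles were looked up in the array values. Of the 686 genes that Table S2 places in them, 407 had a named probe here. Profiles 27 and 12 were lowest at 11 DAI. In profile 27, which holds neutrophil and eosinophil genes such as Itgam and Ear2, 48 of 63 genes were at least 2-fold lower at 11 DAI, with a median log2 ratio of -1.30, and the median was 0.64 at 7 DAI. In profile 12, the median was -0.97 at 3 DAI and -1.22 at 11 DAI. Profile 34 was higher at 3 and 11 DAI, with medians of 1.11 and 1.56, and holds interferon-induced genes such as Oasl1 and Zbp1. Profile 13 holds erythroid genes such as Klf1 and Epor. In it, 45 of 48 genes were lower at 21 DAI, with a median of -2.0. In profile 2, the median was -1.09 at 3 DAI, -0.10 at 7 DAI, -1.22 at 11 DAI and -1.08 at 21 DAI. Profiles were built from these same arrays, so the medians describe them and do not test them.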

Eleven significant clusters containing a total of 686 genes were identified (Figure 2, Table S2). Six of these clusters are comprised of genes that were repressed at early time points and then gradually elevated expression levels at later time points, for example profiles 8, 5, 0 and 3; while genes in profiles 39 and 49 had opposite effects. They are the predominant expression profiles in our experiment (Figure 2), and consist of genes with the tendencies consistent with or opposite to that occurred during myelosuppression (Figure 1).

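In profile 5, 42 of 45 genes were at least 2-fold lower at 3 DAI, 20 were lower at 7 DAI and none at 11 or 21 DAI. The medians were -2.14, -0.85, 0.24 and 0.16. It includes Rag1, which cuts the immunoglobulin loci of B cells, at -2.57 at 3 DAI and 0.56 at 11 DAI, and Blk at -2.61 at 3 DAI. In profile 3, the medians were -1.69, -0.81, -0.62 and -0.64. Profile 8 holds immediate early, heat shock and histone genes. Its medians were -0.94 at 3 DAI, -1.90 at 7 DAI, -1.32 at 11 DAI and -1.43 at 21 DAI, and 25 of its 33 genes were still lower at 21 DAI. Profile 39 was higher at 11 DAI, where all 27 of its genes with a ratio passed the 2-fold size, with a median of 1.99. Its medians were 0.58, 0.36 and 0.81 at 3, 7 and 21 DAI. Profile 49 had medians of 1.17, 0.86, 1.65 and 0.47.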

**Figure 2:**
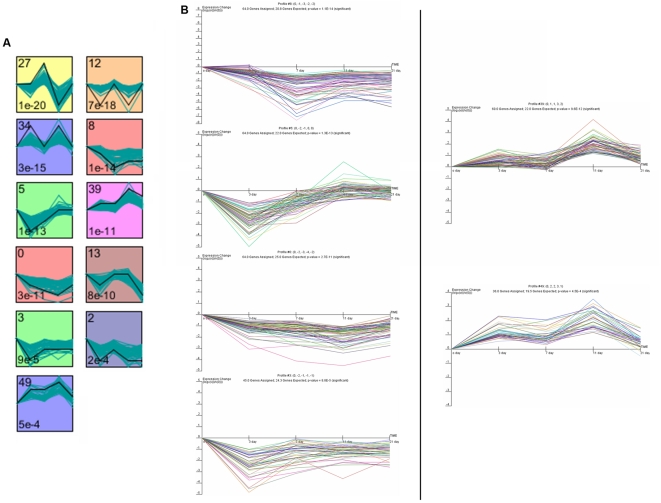
STEM clustering analysis of 1302 significant differential genes in BM after IR. (A) Eleven profiles (*p*<0.001) with a statistically significant number of genes assigned. The number in the top left corner represents the ID of the profile; the bottom left corner shows *p*-value and the green curve shows individual gene expression profiles. (B) Six model profiles detailed in expression graphs. The above images are considered to be the potential main expression profiles in our experiment, with the tendencies consistent with or opposite to that of a myelosuppression change curve (Figure 1). Details of the genes that mapped to each temporal profile are found in Table S2.

Gene Ontology (GO) analysis was conducted for each pattern based on the EBI database. As shown in Table 1, the high-enrichment GO terms included: metabolic process, response to stimuli, immune response (including hematopoiesis) and cellular component organization. Detailed functional category information for each temporal expression cluster is shown in Table S3.

**Table 1:** The summary of critical functional categories in significant expression patterns.

Function Category	Profile 27	Profile 12	Profile 8	Profile 5	Profile 39	Profile 0	Profile 13
matabolic process	**√**	**√**	**√**	**√**			
response to stimuli	**√**		**√**		**√**		
immune response*	**√**		**√**	**√**	**√**	**√**	**√**
gene expression			**√**				
homeostatic process							**√**
cellular component organization			**√**			**√**	

*Immune response includes the biological process of hematopoiesis.

### GO analysis based on cluster analysis

Further comprehensive GO analysis was applied to differentially expressed genes to gain deeper insight into the main cellular functions that are altered during IR recovery. This was performed according to Gene Ontology enrichment resources available on PubMed [22]. A total of 686 genes from cluster analysis were assigned GO terms (Table S4,S5,S6) [23]. After filtering using the significant criterion of *p*<0.05, we selected 265 genes that fell in the range of key functional classifications. A Comparison of the comprehensive GO analysis and cluster GO analysis, suggests that immune response (including hematopoiesis), cellular component organization, response to stimuli, cellular processes (cell proliferation and adhesion) and signaling processes are the most prominent cellular functions during recovery.

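For 3 of these functions the genes of Table S4 were looked up. The paper chose the genes of Table S4 on these samples, so their directions are not independent evidence. The immune response genes moved both ways at 11 DAI, where 9 of 17 with a ratio were at least 2-fold higher and 5 were lower, with a median log2 ratio of 1.83. The higher ones included Oasl1 at 2.79 and the interferon-induced chemokine gene Cxcl9 at 2.89, a lower bound since Cxcl9 was under the floor at 0 DAI. The lower ones included the chemokine gene Ccl4 at -2.53 and Ccr7 at -2.14. At 7 and 21 DAI, 12 of 16 and 12 of 15 of them lay within 2-fold. The 18 nucleosome assembly genes with a ratio all had their highest signal at 0 DAI. Their medians were -0.99, -1.33, -1.43 and -0.92 at 3, 7, 11 and 21 DAI, and 7, 16, 16 and 7 of them were at least 2-fold lower. Histone H2b and H4 genes are near-identical copies, so a probe may take signal from several of them. Histone signals also cover only the RNA that the oligo(dT) primer copied. Of the cell adhesion genes of Table S4, 3 of 14 were higher and 5 lower at 11 DAI, with a median of -0.84. For cell proliferation, a fixed list of DNA replication and mitosis genes had 29 genes with a ratio. Their medians were 0.23, 0.03, 0.08 and 0.05, and Mcm3 at 3 DAI, at 1.04, was the 1 value of theirs past the 2-fold size.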

An interaction network of significant GO terms was assembled into a GO map to depict the relationship among prominent functional categories (Figure 3). Based on the GO map, we can directly and systematically find the subordinate relationship between GO terms (Figure 3 and Table S7). There are 12 subnetworks clustered into four functions: 1) immune (including hematopoiesis): T/B cell activation and immune response; 2) response to stimuli: response to stress and defense response to bacterium; 3) cellular process: cell differentiation, proliferation, migration, adhesion and cycle; 4) cell signaling: protein amino acid phosphorylation, negative regulation of transcription factor activity and cyclic nucleotide catabolic process.

**Figure 3:**
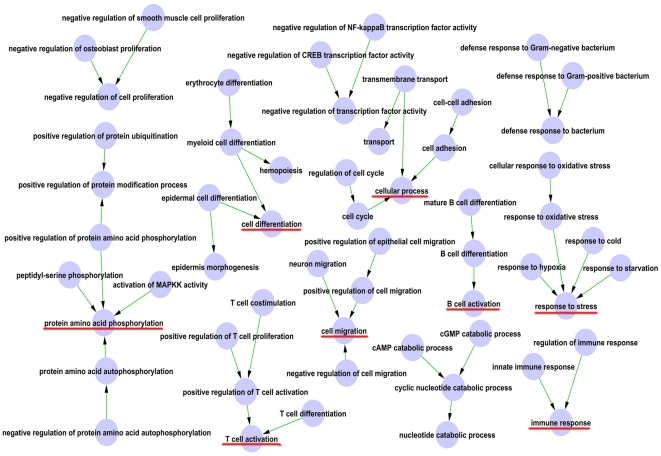
The interaction network of significant GO terms. The node represents one GO term, and the edge between two nodes represents the subordinate relationship between GO terms, with arrow from the lower ranking GO term pointing towards to the higher one.

### Dynamic Gene network analysis based on GO analysis

To further narrow down the gene data set for genes that regulate bone marrow recovery, 265 genes selected in GO analysis were analyzed by gene co-expression network with k-core algorithm [24]. Gene co-expression networks were built according to the normalized signal intensity of differentially expressed genes. The network shown in Figure 4 reflects the correlations between genes. Each node describes a given gene, and the relationship between a pair of genes is represented with a line segment. Within the gene network, degree describes the number of links one gene has to others, with the most central the genes in the network having the highest degree values. Clustering coefficient was applied to evaluate the property of a node in network, which represents the connectivity of the adjacent genes with the node. The higher the clustering coefficient, the more complex the interactions of one gene among its neighboring genes [25].

**Figure 4:**
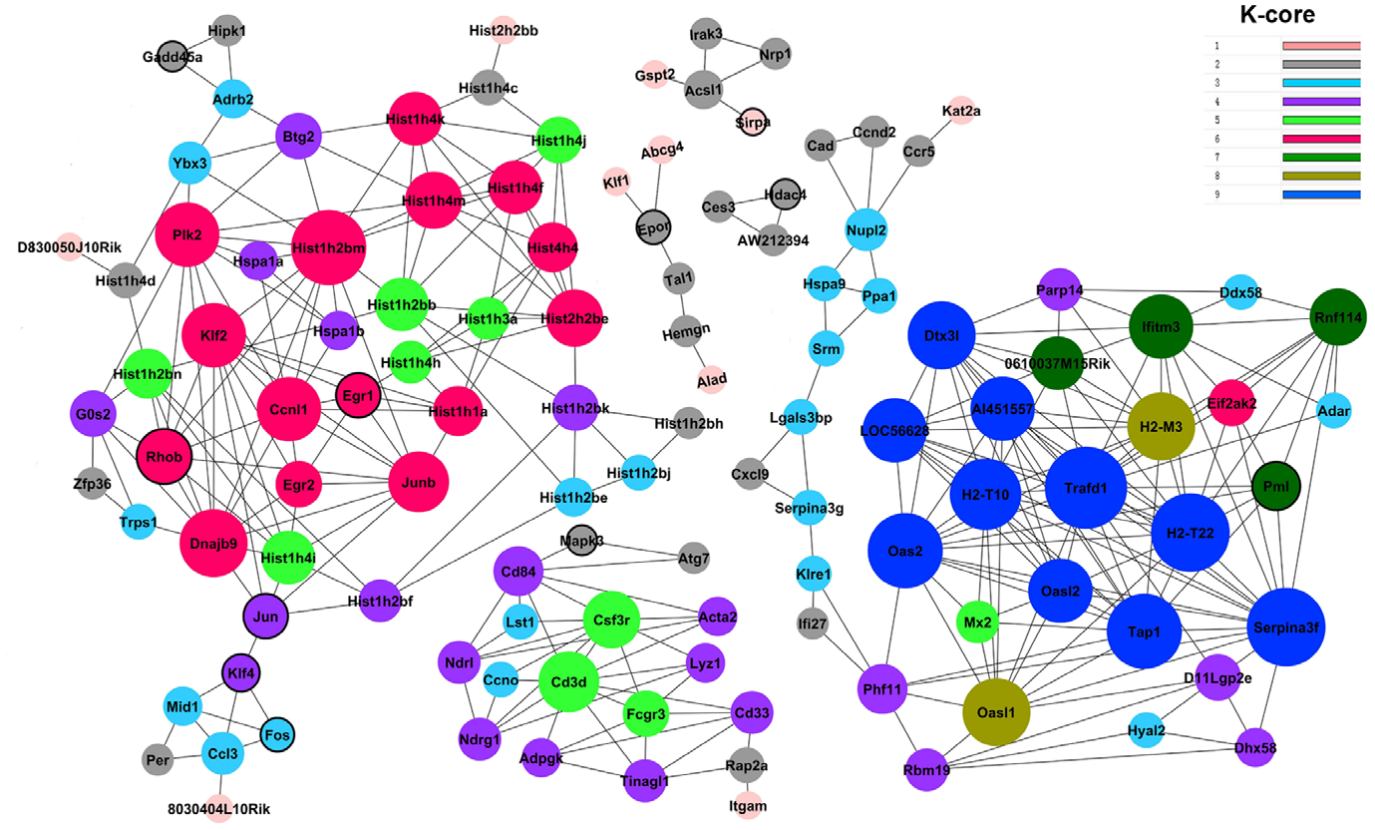
Gene co-expression network. Genes contained in significant GO terms were analyzed and identified by gene co-expression network with the k-core algorithm. Nodes represent the gene (black-cycled node represents gene also appeared in the text-mined gene list); edges indicate the interaction between genes. All the nodes were marked with k-core values. Genes with higher k-core values are more centralized in the network and have a stronger capacity of modulating adjacent genes.

K-core in graph theory was applied to describe the characteristics of the network. A k-core of gene co-expression network usually contains cohesive groups of genes [25]. There are three main k-core subnetworks in our results, including 156 genes (shown in Table S8). The genes with the highest k-core level in each subnetwork were decided as core genes with the strong capacity of modulating adjacent genes. Core genes in three networks shown are in Figure 4: 1) the left subnetwork, which has a core status made up of 15 core genes with the k-core of 6; 2) the bottom middle subnetwork; and 3) the right subnetwork, which has a core status made up of 10 core genes with the k-core of 9. 

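All 10 core genes with the k-core of 9 were at least 2-fold higher at 11 DAI, with a median log2 ratio of 2.25. Oasl2, an interferon-induced oligoadenylate synthetase-like gene, was at 5.16, the MHC class I regulator Nlrc5 at 3.56, Oas2 at 2.76 and the peptide transporter gene Tap1 at 2.28. The MHC class I genes H2-T10 and H2-K1 were at 2.45 and 1.83. H2-T22 and Serpina3f were under the floor at 0 DAI, and their ratios at 11 DAI, 2.22 and 2.10, are lower bounds. At 3 DAI, 3 of the 10 were higher, with a median of 0.49, and at 7 and 21 DAI none of the 8 with a ratio passed the 2-fold size. The 15 core genes with the k-core of 6 had medians of -1.16, -1.62, -1.40 and -1.24 at 3, 7, 11 and 21 DAI, and 11, 13, 13 and 12 of them were at least 2-fold lower. Of these 15, 14 had their highest signal at 0 DAI. The exception was Eif2ak2, an interferon-induced kinase gene, at 1.10, 0.58, 2.37 and 1.05. Both groups were chosen by the paper on these samples. Against the mean of the other 3 irradiated arrays in place of 0 DAI, the k-core 6 medians were 0.41, -0.32, -0.13 and 0.024, a comparison that leaves the 0 DAI array out. From the k-core levels computed from the correlations over the 5 arrays (Figure 4), the paper reasons that these genes have a strong capacity of modulating adjacent genes.

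**Figure D1:**
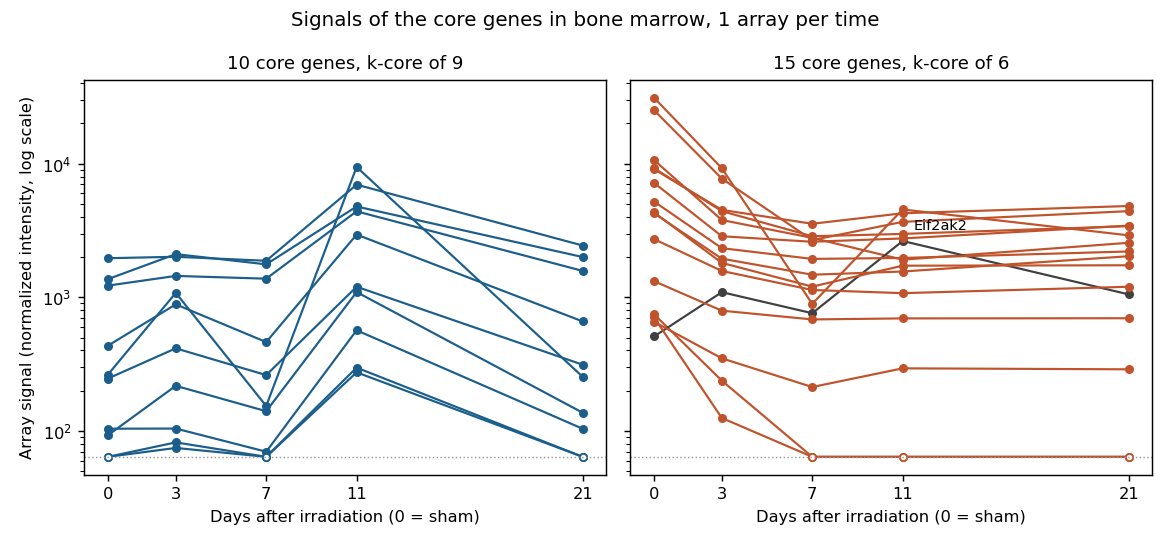
Array signals (normalized intensity, log scale) of the core genes against days after irradiation, with 1 point per gene and array and the sham-irradiated array at 0. Open points lie under the floor of 64, shown by the dotted line. All 10 genes of the left panel are highest at 11 DAI, and 14 of the 15 genes of the right panel are highest at 0 DAI.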

After referring to the European Bioinformatics Institute (EBI) database, the majority of these 25 genes are involved in immune response (including hematopoiesis), response to stimuli and gene expression, which is consistent with the results of GO analysis (see details in Table 2).

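Fixed gene lists covered the functions of these core genes. Of the interferon-stimulated genes, which cells induce as an antiviral response, 28 of 31 with a ratio were at least 2-fold higher at 11 DAI and none was lower, with a median log2 ratio of 2.44, above all 10000 random lists matched on expression. At 3 DAI, 14 of 30 were higher and 1 was lower, with a median of 0.73. At 7 DAI none of 27 passed the 2-fold size, and at 21 DAI 5 of 27 were higher and 2 lower. The brightest members were Irgm1, Ifitm3, Ifi27, Rsad2 and Ifi47. Of these, Irgm1 at -0.27 and Ifi27 at -0.54 lay within 2-fold at 11 DAI, although another probe of Irgm1 was at 3.03. Of the MHC class I antigen presentation genes, 13 of 16 were higher at 11 DAI, with a median of 1.91. H2-M3 was at 2.47, and B2m, the light chain common to class I molecules, at 0.45. The MHC class I median was 0.26, 0.08 and 0.34 at 3, 7 and 21 DAI. Immediate early genes, which cells switch on within minutes of a stimulus, had medians of -1.09, -1.93, -2.34 and -1.85 at the 4 times. Of 26, 25, 25 and 25 of them with a ratio, 16, 20, 20 and 18 were lower. At 3 DAI 3 of them were higher, and at 11 DAI 1 was. Dusp1, Fos, Zfp36, Egr1 and Klf2 were the brightest of them. Of 48 replication-dependent histone genes with a ratio, 14, 35, 29 and 15 were lower, with medians of -0.90, -1.31, -1.16 and -0.84, and 2 were higher at 21 DAI. The brightest of them, Hist2h2ac with a signal of 52783 at 0 DAI, Hist1h2af with 49939 and Hist1h2ad with 48765, lie near the upper end of the scale, where a change cannot be seen well. The 0 DAI array held the highest signal of the 5 for 20 of 26 immediate early genes and 40 of 48 histone genes. Exchangeable arrays would give 20% on average. Members of a list can move together on an array, so these counts are not independent draws and do not measure a distance from chance. Most core genes of Table 2 are members of these lists, so the lists are not independent of them.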

**Table 2:** The hub genes and their biological functions in the two main k-core subnetworks.

Gene symbol	Gene description	Degree*	k-core	GO term
Trafd1	TRAF type zinc finger domain containing 1	18	9	response to cytokine stimulus
H2-T22	histocompatibility 2, T region locus 22	16	9	immune response
				antigen processing and presentation
Serpina3f	serine (or cysteine) peptidase inhibitor, clade A, member 3F	16	9	response to cytokine stimulus
Oas2	2′–5′ oligoadenylate synthetase 2	14	9	immune response/RNA catabolic process
Tap1	transporter 1, ATP-binding cassette, sub- family B (MDR/TAP)	14	9	protection from natural killer cell mediated cytotoxicity
				transmembrane transport
H2-T10	histocompatibility 2, T region locus 10	13	9	immune response
				antigen processing and presentation
Dtx3l	deltex 3-like (Drosophila)	12	9	chromatin modification
				response to DNA damage stimulus
AI451557 (Nlrc5)	NLR family, CARD domain containing 5	11	9	regulation of NF-kappaB transcription factor activity
				innate immune response
LOC56628 (H2-K1)	“histocompatibility 2, K1, K region”	11	9	positive regulation of T cell mediated cytotoxicity
				immune response
				antigen processing and presentation
Oasl2	2′–5′ oligoadenylate synthetase-like 2	11	9	immune response
Hist1h2bm	“histone cluster 1, H2bm”	14	6	nucleosome assembly
Dnajb9	DnaJ (Hsp40) homolog, subfamily B, member 9	12	6	protein folding
Ccnl1	cyclin L1	11	6	regulation of transcription
Klf2	Kruppel-like factor 2 (lung)	11	6	positive regulation of transcription
				erythrocyte homeostasis
Plk2	polo-like kinase 2 (Drosophila)	11	6	protein amino acid phosphorylation
				positive regulation of I-kappaB kinase/NF- kappaB cascade
Junb	Jun-B oncogene	10	6	osteoclast differentiation
				regulation of cell cycle
				response to cytokine stimulus
Hist1h4m	histone cluster 1, H4m	9	6	nucleosome assembly
Rhob	ras homolog gene family, member B	9	6	small GTPase mediated signal transduction
				cell differentiation
Hist1h4f	histone cluster 1, H4f	8	6	nucleosome assembly
Hist1h4k	histone cluster 1, H4k	8	6	nucleosome assembly
Hist1h1a	histone cluster 1, H1a	7	6	nucleosome assembly
Hist4h4	histone cluster 4, H4	7	6	nucleosome assembly
Egr1	early growth response 1	6	6	positive regulation of transcription from RNA polymerase II promoter
				T cell differentiation
Egr2	early growth response 2	6	6	regulation of transcription
Eif2ak2	eukaryotic translation initiation factor 2-alpha kinase 2	6	6	negative regulation of osteoblast proliferation
				protein amino acid autophosphorylation

*Degree: defined as the link numbers one node has to the other.

### An integrated network of irradiation-related genes

Radiation-related genes were extracted through PubMed database queries using four keywords: irradiation, ionizing radiation, gamma radiation and radiotherapy [26]. As shown in Table S9, there are 514 radiation-related genes of the species of mouse, rat, and human. The total protein-protein interaction (PPI) network of text-mined genes was constructed based on the Human Protein Reference Database (HPRD) to depict their complex relationship (Figure S1 and Table S10). A comparison between our experimentally derived differentially expressed genes and text-mined genes was conducted. 

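Of the 42 overlapping genes, 36 were measured and 6 are not analysed here. Lower genes outnumbered higher ones at each time. At 3 DAI, 8 were at least 2-fold higher and 11 lower, at 7 DAI 4 and 13, at 11 DAI 4 and 21, and at 21 DAI none and 14. The median log2 ratios were -0.47, -0.71, -1.40 and -0.87. The stress-induced transcription factor gene Atf3 had a signal of 1223 at 0 DAI and 1178 at 3 DAI, and was under the floor at 7, 11 and 21 DAI, a ratio of at most -4.26. The stress-induced kinase gene Plk3 was at -2.72 at 7 DAI and -3.02 at 11 DAI. Prf1, which encodes the pore-forming protein of cytotoxic lymphocytes, was at -2.36 at 3 DAI. The linker histone gene Hist1h1c was at -2.74 at 11 DAI, and the cytokine gene Il1b at -2.68. On the higher side, Socs3, a feedback inhibitor of cytokine signaling, was at 1.49 at 3 DAI, and the histone deacetylase gene Hdac4 at 1.80 and the metalloproteinase inhibitor gene Timp2 at 1.36 at 7 DAI. The genes were selected on these samples, and the ratios have no replicate check.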

As shown in Table S11, there are 42 differentially expressed genes in our microarray data set that have been confirmed to response to IR in published research. These genes are defined as overlapping genes. Eleven nodes in the gene co-expression network were included in this overlapping gene set, indicated in black outline (Figure 4). Interestingly, five genes—*Rhob*, *Egr1*, *Jun*, *Klf4* and *Fos* were clustered together.

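These 5 genes respond rapidly to growth factors and stress, and all 5 had their highest signal at 0 DAI. At 3 DAI, their log2 ratios were -1.49 for Rhob, -1.75 for Egr1, -1.02 for Jun, -1.20 for Klf4 and -0.94 for Fos. At 7 DAI, Egr1 was at -5.13, Klf4 at -2.97, Fos at -2.96, Jun at -2.35 and Rhob at -1.93. The signals of Fos and Egr1 at 0 DAI, 37943 and 31194, lie near the upper end of the scale, so the size of their ratios may be understated. At 11 DAI, Egr1 was at -2.78, Rhob, which encodes a small GTPase, was at -2.48 and Jun at -2.15. At 21 DAI, the ratios still lay between -3.42 and -1.59. Against the mean of the other 3 irradiated arrays, all 5 genes had log2 ratios above 0 at 3 DAI. They were 2.02 for Egr1, 1.72 for Fos, 1.40 for Klf4, 1.01 for Jun and 0.66 for Rhob, the last within 2-fold.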

We utilized these 42 overlapping genes as seed genes to extract a subnetwork (Figure 5) from the total PPI network (Figure S1) [27]. It is expected that these genes and their PPI networks will reliably associate with irradiation stimulus. Ten genes with degree values >10 based on the subnetwork are listed in Table 3 together with their GO terms.

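Of the 10 genes of Table 3, 7 were measured and 3 are not analysed here. Pml, a gene of nuclear bodies that interferon induces, was at a log2 ratio of 1.43 at 11 DAI and within 2-fold at the other times. Igf1r, the receptor gene of insulin-like growth factor 1, was at 1.06 at 7 DAI and -1.60 at 11 DAI. Its value at 7 DAI fell inside the 2-fold size under 4 of the other settings, the lowest being 0.93 with quantile normalization. Epor, the erythropoietin receptor gene, was at -0.61, 0.07, 0.63 and -2.08 at the 4 times. The signal of Cdkn1a was 584 at 0 DAI, 2669 at 3 DAI and 246 at 11 DAI. For Ccnd1, the signal was 83.9 at 0 DAI and 492 at 3 DAI, close above the floor on the first of these arrays. The remaining pair, Jun and Fos, had ratios below 0 at all 4 times.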

**Figure 5:**
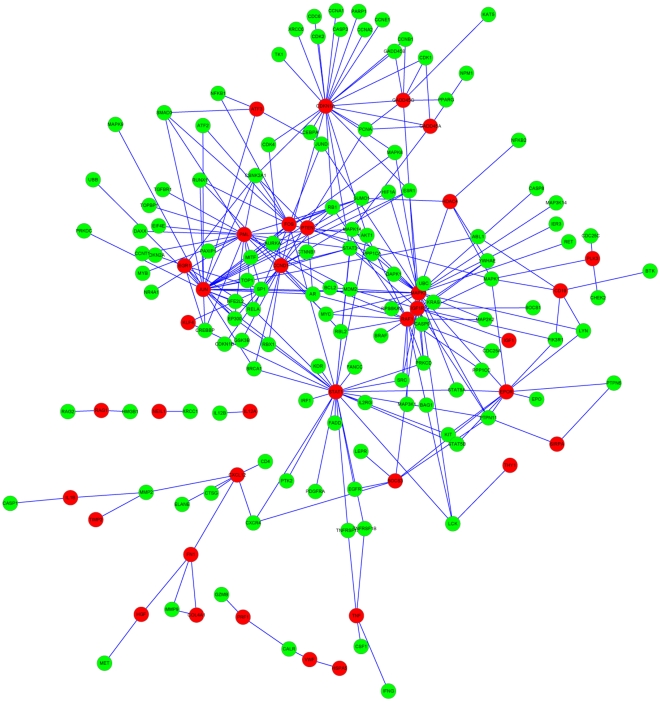
The PPI subnetwork extracted from the total PPI network of all the text-mined genes. The 42 overlapping genes were used as seed genes to construct a PPI subnetwork, which includes all the text-mined gene interactions with seed genes. Red nodes represent the overlapping genes; green nodes indicate gene interactions with overlapping genes that do not appear in the list of significant differential genes. Edges between them represent the protein-protein interaction. All information is based on HPRD.

**Table 3:** The key genes of the PPI subnetwork with degree >10 and their partial relative GO terms.

Gene symbol	Gene description	GO terms*
Jun	Jun oncogene	SMAD protein signal transduction/angiogenesis
		Regulation of proliferation and differentiation
Mapk3	mitogen-activated protein kinase 3	Cell cycle/intracellular signal transduction
Stat1	signal transducer and activator of transcription 1	JAK-STAT cascade
		cytokine-mediated signaling pathway
Cdkn1a (P21)	cyclin-dependent kinase inhibitor 1A (P21)	DNA damage response, signal transduction by p53 class mediator resulting in cell cycle arrest
		Negative regulation of apoptosis/cell proliferation
Pml	promyelocytic leukemia	induction of apoptosis/
		DNA damage response
		myeloid cell differentiation
Raf1	v-raf-leukemia viral oncogene 1	MAPKKK cascade/apoptosis
Ccnd1	cyclin D1	cell cycle/positive regulation of cell proliferation
Fos	FBJ osteosarcoma oncogene	cellular response to extracellular stimulus
		TGF beta receptor signaling pathway
Igf1r	insulin-like growth factor I receptor	immune response
		negative regulation of protein kinase B signaling cascade
Epor	erythropoietin receptor	erythropoietin receptor

*GO terms are based on PubMed database.

### Pathway analysis of 42 overlapping genes

After filtering out 42 overlapping genes by comparing significant differential genes and text-mined genes, we employed DAVID software on the basis of the KEGG pathway map to further investigate key pathways linked to these genes. 

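The pathways of Table 4 share genes, of which several are not analysed here. Of the members of the Toll-like receptor pathway, Fos, Tnf, Jun and Il1b were at least 2-fold lower at 11 DAI, whereas Il12a, a cytokine subunit gene, was at a log2 ratio of -1.59 at 3 DAI and -0.34 at 11 DAI. Of the members of the p53 pathway, Gadd45a was at -1.66, -1.20, -2.24 and -2.16 at 3, 7, 11 and 21 DAI. Igf1 was under the floor at 0 DAI and at 1.61 or more at 3 DAI. Of the cytokines and receptors, Hgf was at most -1.76 at 3 and 11 DAI, and at most -0.48 with the mean signal over all its probes. Of the ECM-receptor genes, Vwf, which platelets and endothelial cells make, was at 1.96 at 3 DAI and 1.25 at 11 DAI, and Col4a1, a basement membrane collagen, was under the floor on every array but that of 3 DAI, where it was at 2.26 or more.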

Our analysis yielded 19 pathways, including cell adhesion and several pathways associated with immune response (Table 4). The importance of immune response at the recovery phase is highlighted by the identification of several immune-related signaling pathways that could be considered to be important for recovery, such as B/T cell receptor signaling pathway, acute myeloid leukemia, hematopoietic cell lineage and natural killer cell mediated cytotoxicity.

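Fixed lists of cell type genes gave the course of the lineages in these pathways. Of 19 B cell genes with a ratio, 11 were at least 2-fold lower and 2 higher at 3 DAI, with a median log2 ratio of -1.63, below all 10000 random lists matched on expression. At 7 DAI, 5 were lower, among them Fcmr at -2.91, and 3 were higher, which were the B cell precursor genes Igll1, Vpreb1 and Dntt, the last at 2.55 or more. At 11 DAI none was lower and 4 were higher, including Cxcr5 at 1.55 and Cd22 at 1.47, with a median of 0.54, and at 21 DAI all 19 lay within 2-fold. The T and NK cell genes moved both ways, with 3 higher and 2 lower of 15 at 3 DAI, 1 and 5 of 14 at 7 DAI, 6 and 3 of 17 at 11 DAI, and none and 1 of 14 at 21 DAI. Their medians were 0.75, -0.54, 0.61 and -0.32. Klre1, an NK cell receptor gene, was at 2.05 at 11 DAI, and Cd3d at -2.40. Of the hematopoietic stem and progenitor genes, 1 was higher and none lower of 12 with a ratio at 3 DAI, 1 and 1 of 8 at 7 DAI, 1 and none of 11 at 11 DAI, and 1 and 2 of 10 at 21 DAI, and their medians were 0.27, 0.11, 0.42 and 0.15. Stem cells are a small part of whole marrow, and several of their genes lay near or under the floor.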

**Table 4:** The summary of significant pathway associated with 42 overlapping genes.

Pathway name	*p*-value	FDR	Gene symbol
Focal adhesion	4.50E-08	4.77E-05	VWF, IGF1R, CCND1, COL4A1, JUN, MAPK3, RAF1, IGF1, HGF, PTEN, FN1
Toll-like receptor signaling pathway	1.18E-05	0.0125	FOS, TNF, JUN, MAPK3, IL12A, IL1B, STAT1
p53 signaling pathway	2.90E-05	0.0307	CDKN1A, CCND1, GADD45G, IGF1, PTEN, GADD45A
MAPK signaling pathway	4.19E-04	0.443	FOS, TNF, JUN, GADD45G, MAPK3, RAF1, IL1B, GADD45A
B cell receptor signaling pathway	8.28E-04	0.875	FOS, CD19, JUN, MAPK3, RAF1
Acute myeloid leukemia	0.00343	3.58	CCND1, MAPK3, PML, RAF1
T cell receptor signaling pathway	0.00348	3.63	FOS, TNF, JUN, MAPK3, RAF1
Chronic myeloid leukemia	0.00769	7.86	CDKN1A, CCND1, MAPK3, RAF1
Jak-STAT signaling pathway	0.00853	8.69	CCND1, SOCS3, IL12A, EPOR, STAT1
Cytokine-cytokine receptor interaction	0.00915	9.30	TNF, IL12A, IL1B, EPOR, HGF, CXCL12
Hematopoietic cell lineage	0.0101	10.2	TNF, CD19, IL1B, EPOR
ErbB signaling pathway	0.0111	11.2	CDKN1A, JUN, MAPK3, RAF1
Natural killer cell mediated cytotoxicity	0.0273	25.5	PRF1, TNF, MAPK3, RAF1
Cell cycle	0.0309	28.3	CDKN1A, CCND1, GADD45G, GADD45A
NOD-like receptor signaling pathway	0.0437	37.7	TNF, MAPK3, IL1B
Fc epsilon RI signaling pathway	0.0718	54.6	TNF, MAPK3, RAF1
ECM-receptor interaction	0.0734	55.4	VWF, COL4A1, FN1
Chemokine signaling pathway	0.0737	55.6	MAPK3, RAF1, STAT1, CXCL12
GnRH signaling pathway	0.0959	65.7	JUN, MAPK3, RAF1

Among these pathways, focal adhesion molecules may have a role in bone marrow restoration by providing a structural link between membrane receptors and the actin cytoskeleton, or serving as signaling molecules, which regulate cell proliferation/differentiation and gene expression [28]. 

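Of the 11 focal adhesion genes of Table 4, 8 were measured. At 3 DAI, 4 of the 8 were at least 2-fold higher, which were Ccnd1, Col4a1, Vwf and Igf1, and 2 were lower, Hgf and Jun, with a median log2 ratio of 0.69. At 7 DAI, Igf1r was higher by a ratio just past 2-fold, Jun was lower and 5 lay within 2-fold. At 11 DAI, Ccnd1 and Vwf were higher and Fn1, Jun, Hgf and Igf1r lower, with a median of -1.68 over 6 genes. With the mean signal over all probes, that median was -0.87, and Hgf was at most -0.48 at both 3 and 11 DAI, a bound inside the 2-fold size. At 21 DAI, 2 of 6 were lower. The ratios thus differ in direction between genes and times, and 3 of the 8 at 3 DAI are bounds.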

Interestingly, almost all of the differentially expressed genes with the function of cell adhesion were repressed, reaching nadir on 3^rd^ or 11^th^ day after IR, such as *Sirpa* (11^th^), *Itgb2* (11^th^), *Olfm4* (11^th^), *Amica1* (11^th^), *Col5al* (21^st^), *Mybpc2* (3^rd^), *Itgam* (11^th^), *Lyve1* (11^th^), *Nrp1* (11^th^), *Sdc3* (3^rd^), *Fn1* (11^th^) and *CD33* (11^th^). 

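At 11 DAI, 7 of these 12 cell adhesion genes were at least 2-fold lower, 1 was higher and 4 lay within 2-fold, with a median log2 ratio of -1.22. The fibronectin gene Fn1 was at -2.68, the semaphorin and VEGF co-receptor gene Nrp1 at -1.62, the neutrophil glycoprotein gene Olfm4 at -1.52, the integrin gene Itgam at -1.46, Jaml (Amica1) at -1.27, Cd33 at -1.25 and the signal-regulatory protein gene Sirpa at -1.18. Itgb2, the partner chain of Itgam, was at -0.90. At 7 DAI, none of the 12 was lower, 2 were higher and the median was 0.57. At 3 and 21 DAI the medians were -0.57 and 0.00. Col5a1 was lowest at 21 DAI, at -1.51. Lyve1 and Mybpc2 were near the floor, with signals of 116 and 113 at 0 DAI, and were under it at 3 DAI. The syndecan gene Sdc3 was at 3.12 at 3 DAI, 1.17 at 7 DAI and 1.82 at 11 DAI. Of 22 later neutrophil genes with a ratio at 11 DAI, 3 of which are among the 12, 5 were at least 2-fold lower, none was higher and the median was -0.63.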

The decreased expression of the genes and the enrichment of focal adhesion suggest that HSCs might detach from their niches over a relatively long period after IR, then develop into various mature blood cells and aid to restore damage caused by radiation damage [29].

### Validation by Real-time RT-PCR

To independently confirm the microarray results, real-time RT-PCR was performed on samples from BALB/c mice that had been exposed to the same experimental conditions that were used in microarray assay. The relative expression levels of six differentially expressed genes—*Ccl3*, *Ctsk*, *Cxcl12*, *Pten*, *Adipoq*, and *Tob1*—were assayed. Three genes—*Ctsk*, *Cxcl12*, *and Adipoq*—indicated significant early up-regulated changes at 3 DAI when compared to control (0 DAI) samples (*p*<0.05); and the other three genes—*Ccl3*, *Pten*, *and Tob1*—were significant down-regulated. It should be noted that the data were good consistent between the two experiments (Figure 6).

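On the arrays, Ctsk, which encodes the collagen-degrading protease cathepsin K of osteoclasts, had the highest ratio of all genes measured on both arrays at 3 DAI. Its signal was 87.0 at 0 DAI and 8628 at 3 DAI, a log2 ratio of 6.63. It was at 1.14 at 7 DAI and 1.73 at 11 DAI, and under the floor at 21 DAI. Of 10 osteoclast genes with a ratio at 3 DAI, 2 were at least 2-fold higher, which were Ctsk and Oscar, and the median was 0.25. Tob1, an antiproliferative gene, was at -0.97 at 3 DAI, 0.33 at 7 DAI, -1.38 at 11 DAI and -0.36 at 21 DAI. At 3 DAI the 3 genes Ctsk, Cxcl12 and Adipoq were thus higher, and Ccl3 and Tob1 had ratios below 0. The sixth gene is not analysed here. The housekeeping genes, among them Gapdh, had medians of 0.04, -0.03, 0.09 and 0.06, and none of 14 passed the 2-fold size at any of the 4 times.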

**Figure 6:**
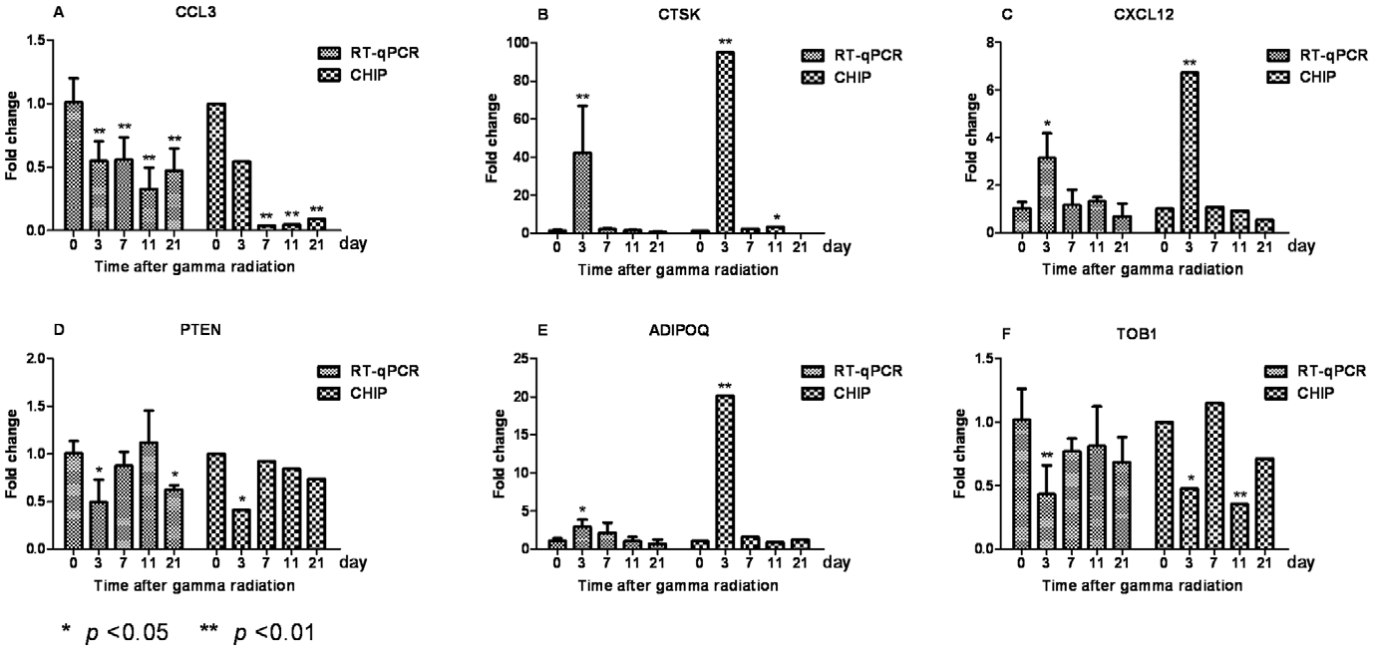
Validation of microarray results in BM after IR. A∼F show the expression fold changes of six differentially expressed genes: *Ccl3*, *Ctsk*, *Cxcl12*, *Pten*, *Adipoq* and *Tob1* at 3, 7, 11 and 21 DAI compared with sham-irradiated (0 DAI) samples (error bar represents one s.d.). The relative changes in gene expression were calculated by the 2^−ΔΔCt^ method, with *Gapdh* serving as an internal control gene.

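The array signals of 5 of the 6 genes follow different courses. At 3 DAI, 3 of the 5 were at least 2-fold higher than at 0 DAI. None was at least 2-fold lower, although Ccl3 and Tob1 had log2 ratios of -0.87 and -0.97. At 11 DAI, 1 was higher and 2 were lower by that size. The signals of Adipoq, Ctsk and Cxcl12 were highest at 3 DAI. The signal of Ccl3 was 6409 at 0 DAI, 3499.6 at 3 DAI and 249.9 at 7 DAI, and that of Tob1 was 645 at 0 DAI and lowest, at 248, at 11 DAI.

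**Figure D2:**
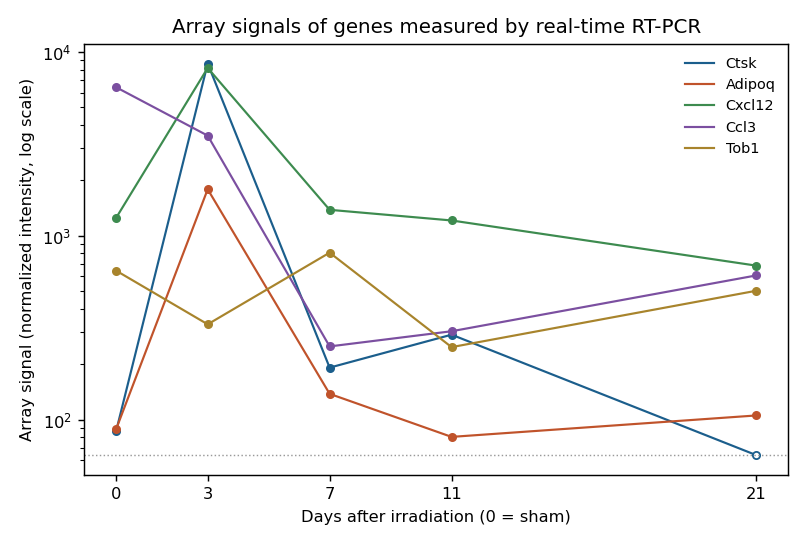
Array signals (normalized intensity, log scale) of 5 genes against days after irradiation, with 1 array per point and the sham-irradiated array at 0. The open point lies under the floor of 64, shown by the dotted line. Ctsk is highest at 3 DAI, and Ccl3 is lowest at 7 DAI.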

## Discussion

The high sensitivity of bone marrow to ionizing radiation can result in the eradication of hematopoietic cells, ultimately characterized by a severe shortage of white blood cells, platelets and red blood cells. Simultaneously, damaged bone marrow tissue can regenerate by activating HSC self-renewal, proliferation and differentiation pathways that depend upon cell-intrinsic and cell-extrinsic mechanisms [3], [30], [31]. According to cell-extrinsic mechanisms, HSCs are thought to reside within HSC niches, where supporting cells produce membrane-bound and secreted factors to regulate HSC biological processes (maintenance, differentiation and self-renewal) [31]. To comprehensively understand the response of BM to IR, especially in cells which constitute the hematopoietic niche, the whole bone marrow (mainly composed of bone marrow stromal cells) were subjected to IR in order to identify the differentially expressed gene sets. These genes are likely to play a central role in regulating the biological process of BM regeneration and promote organisms to recover from IR injury.

In our present experiments, we focused on the stage of BM regeneration, from the increase of the number of BMNCs at 3 DAI to 21 DAI, rather than irradiation-induced injury phase, which occurs within several hours after IR. Microarray analysis of irradiated mice at the recovery phase has not been report so far. Dai *et al.* reported that in murine BM 6 h after 6.5 Gy gamma irradiation, the functional categories of differentially expressed genes are comprised of biological processes including DNA replication/repair, proliferation/apoptosis, cell cycle control and RNA processing [8]. Therefore, we can conclude that the responses of irradiated bone marrow tissue are different at the stage of injury compared to recovery. For example, *p53* and its downstream target genes (such as, *cyclin G1* and *Bax*) which induce cell-cycle arrest, DNA repair and apoptosis are up-regulated after IR [8], [32], but we observed no expression change of these genes during the recovery phase in our experiment.

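Ccng1 (cyclin G1) was at log2 ratios of 0.44, 0.53, 0.32 and 0.32 at 3, 7, 11 and 21 DAI, under the 2-fold size at each time. The other genes that the sentence names are not analysed here. Of a fixed list of p53 pathway genes, 19 had a named probe, and 16 of them a ratio at 3 DAI. At that time 3 were at least 2-fold higher, among them Cdkn1a and Phlda3, the latter at 1.57 or more, and 2 were lower, Btg2 at -1.77 and Rrm2b at -1.49. The median was 0.03. At the later times the medians were 0.17, -0.26 and 0.03, and Sesn2 at 7 DAI, at 1.14, was the 1 member that was higher. Mdm2, which p53 induces and which limits it, was at 0.05, 0.69, -0.19 and 0.59. At 11 DAI, 4 were lower, including Bbc3 (Puma) at -1.90 and Fas at -1.18.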

Microarray analysis is an effective technique to simultaneously compare the global gene expression between experimental and control groups. However, high-throughput data are generally of high variability, low reproducibility and contain non-specific noise [33], where subgroups of genes within the dataset may be associated with a generalized response to a given stimulus. This effect can be ameliorated using a comprehensive text mining and bioinformatics approach including: STEM cluster analysis, GO analysis, Dynamic Gene Network analysis and DAVID pathway analysis as an effective method to enrich the most relevant IR responsive genes.

STEM cluster analysis was performed for clustering and comparing the 1302 differentially expressed genes to depict the dynamic changes in these genes and their relationships to irradiation stimulus. Genes in the same temporal expression profiles are more likely to be grouped in certain pathways, or have common biological processes [34]. As shown in Table S3, we found that genes contained in the same temporal expression pattern share similar functionality. For example, profile 0 comprises 64 differentially expressed genes, with GO enrichment in immune response (including hemopoiesis) and cellular component organization.

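Of the 64 genes in profile 0, 36 had a named probe here, among them many histone genes. At 3 DAI, 18 of the 36 were at least 2-fold lower, at 7 DAI 27, at 11 DAI 32 and at 21 DAI 17. No gene of the profile was higher at any of the 4 times. The median log2 ratios were -1.0, -1.33, -1.46 and -0.99. Hist1h2bb was at -1.29, -1.86, -1.81 and -1.20, and H1fx, a linker histone gene, at -1.36 at 3 DAI and -2.01 at 11 DAI. The profile also holds the immediate early genes Zfp36 and Klf6 and the kinase gene Plk2, the last at -2.50 at 3 DAI and under the floor from 7 DAI on.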

Integrated results of GO analysis and cluster analysis suggest that immune response (including hematopoiesis), response to stimuli, cellular processes (cell proliferation, cell cycle, cell adhesion) and signaling processes are the most critical GO terms related to IR, especially for immune response at the recovery phase of IR. The conclusions were confirmed by GO map analysis, which is a method that can systemically construct the interaction network of the significant GO terms [35]. The high correlation between irradiation and immunity gene networks may result from the fact that HSCs are exceedingly sensitive to radiation. It is possible that IR exposure causes the depletion of lymphocytes and other immunocompetent cells within a short period, which in turn results in the depletion of immune responses [36]. In addition, activated immune cells have been reported to produce and secrete multiple hematopoietic cytokines, which have the ability to stimulate multilineage hematopoiesis cell recovery [37].

Dynamic Gene Network analysis is another method to demonstrate detailed interaction relationships among genes without depending on existing databases [38]. In our studies, there were 2 main k-core subnetworks obtained from our analysis, containing 25 key genes. Ten genes with the k-core of 9 are involved in immune response, and fifteen genes with the k-core of 6 (top in another subnetwork) regulate transcription and nucleosome assembly. 

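The genes with the k-core of 6 can be read in 2 groups. Of the transcription factors, Klf2 was at log2 ratios of -1.70, -3.23, -2.78 and -2.51 at 3, 7, 11 and 21 DAI, and Egr2 at -1.65 at 3 DAI and at most -3.55 afterwards, where it was under the floor. Of the histone genes, Hist1h4f was at -1.01, -1.36, -1.10 and -0.92, Hist1h4k at -1.33 at 3 DAI and -1.06 at 21 DAI, Hist4h4 at -1.84 at 7 DAI and Hist1h1a at -1.62 at 7 DAI. Ccnl1, a cyclin of RNA splicing, lay between -0.95 and -0.73, and the chaperone gene Dnajb9 between -1.34 and -0.79. Of the genes with the k-core of 9, the zinc finger gene Trafd1 was at 1.81 and the ubiquitin ligase gene Dtx3l at 1.85 at 11 DAI.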

According to the dynamic gene network, we can establish novel links between genes, which have never been reported. For example, *Fos* and *Ccl3* are connected together as shown in Figure 4, and we can find 7 papers in PubMed database by using keywords of “Fos” AND “Ccl3”. Therefore, it is probable that many novel genes or protein-protein interaction relationships related to IR exist.

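Fos had one of the highest signals among immediate early genes, 37943 at 0 DAI, 19782 at 3 DAI, 4859.8 at 7 DAI, 5074 at 11 DAI and 8852 at 21 DAI. Ccl3 was likewise highest at 0 DAI and lowest at 7 DAI. A correlation between the 2 genes over 5 arrays was not computed.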

Although research data related with irradiation have been accumulated dramatically during the past several decades, there were no literatures or databases with the integration of irradiation-related genes and proteins yet available. In addition, dynamic gene network was constructed by algorithmic prediction based on the gene expression profiles, which leads to the flexibility of the network model [38]. Therefore, we integrated high-throughput molecular profiling, protein-protein interaction and pathway databases and text mining to determine the biological interaction between genes. On the basis of the gene list extracted from literature, there are 514 genes of the species of mouse, rat and human related to irradiation responses, eleven of which appeared in the dynamic gene network. Interestingly, five genes: *Egr1*, *Rhob*, *Jun*, *Klf4* and *Fos* assembled in the subnetwork with the k-core of 6 and have defined protein-protein interactions. For example, Kruppel-like factor 4 (*Klf4*) is a transcriptional factor, which plays a role in the important processes of cell differentiation, cell proliferation and stem cell maintenance, and is involved in reprogramming different kinds of differentiated cells into induced pluripotent stem (iPS) cells [39], [40]. Wong *et al.* reported that *Klf4* in stem cells maintain long-term proliferation potential by activating telomerase at the cost of repressing cell differentiation [41]. Therefore, our results might demonstrate that down-expression of *Klf4* constantly at the recovery phase leads to differentiation of stem cells and recovery of blood cells. 

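The signal of Klf4 was 2233 at 0 DAI, 969 at 3 DAI, 285 at 7 DAI, 320.3 at 11 DAI and 546 at 21 DAI. By this probe the gene was at least 2-fold lower at all 4 times, and its log2 ratio at 21 DAI was -2.03. Its other 2 probes were at -0.07 and -0.37 at 3 DAI, where the mean over probes was -0.55 and that of the mean signal -0.83, within 2-fold. Among related genes, Klf6 was also lower at all 4 times. Each ratio rests on the same 0 DAI array.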

Due to the great importance of immune process, other core genes are also worthy to be explored further. 

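Junb encodes a subunit of the transcription factor AP-1. Its signal was 9264 at 0 DAI, 4412 at 3 DAI, 2866 at 7 DAI, 2983 at 11 DAI and 3410.1 at 21 DAI, which gave log2 ratios of -1.07, -1.69, -1.64 and -1.44. The related genes Jund and Fosb were lower at all 4 times as well, with Jund between -3.11 and -2.24.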

As an example, *Junb*, which normally limits hematopoietic stem cell proliferation, was down-regulated in our results [42]. We might presume that the expression of *Junb* was repressed after IR for the purpose of increasing the proliferation of long-term repopulating HSCs.

A comparison of genes filtered using text mining and differentially expressed genes obtained by microarray, identified 42 overlapping genes that were selected as key genes. Interestingly, nearly all of them belong to the function category of immune response (including hematopoiesis). This result further suggests that immune response can be considered as a critical biological process in bone marrow recovery. The physiological functions of the *Gadd45* family of genes, as key players in response to multiple stresses (e.g. gamma-irradiation), are mediated by interactions with partner proteins, including PCNA, CDK1, p21, MEKK4, and p38 [43]. Among these partner genes, only *p21* was selected in our microarray assay. 

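Of the partner genes, Cdkn1a (p21) passed the 2-fold size at 3, 11 and 21 DAI, upwards at the first and downwards at the others. Pcna, the DNA polymerase clamp gene, was at log2 ratios of -0.02, -0.36, -0.21 and -0.03, Cdk1 between 0.19 and 0.69 and Mapk14 (p38) between 0.11 and 0.68. Map3k4 (MEKK4) was under the floor on all 5 arrays. Of the Gadd45 genes, Gadd45b was at -0.97, -1.40, -1.24 and -0.94, and Gadd45g at -1.78, -0.99, -1.24 and -1.38. Over the 7 genes with a ratio the median was -0.02 at 3 DAI, -0.72 at 7 DAI, -1.24 at 11 DAI and -0.94 at 21 DAI.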

*Gadd45* genes mainly affect the response of myeloid cells to various acute stimuli, and contribute to the survival of myeloid cells in response to genotoxic stress [43], [44]. However, the functional role of *Gadd45* in the stage of BM recovery has not been investigated.

The PPI subnetwork (Figure 5) was extracted from the total protein-protein interaction network by using 42 overlapping genes as seed genes, which reduced the complexity of the total network. The DAVID pathway analysis of 42 overlapping genes provided several essential irradiation-related pathways including focal adhesion and several immune-related signaling pathways. These results suggest that these pathways are important at the recovery of irradiation damage. For instance, focal adhesion plays an important role in regulating HSC homing, hematopoietic cells location in hematopoietic niche and regulation of cell motility, proliferation, differentiation and survival [28], [45].

Taken together, we demonstrated gene expression profiles of irradiated mice at the recovery phase by microarray assay, integrated with a multi-step bioinformatics strategy to understand irradiation-related hub genes, pathways and biological processes. Our results indicate that the gene expression profiles of irradiated bone marrow tissue are different at the stage of injury and recovery. Immune response was determined to play critical role in bone marrow recovery. Several hub genes were identified using different constraints. These genes are likely to have essential roles in corresponding pathophysiological processes, including HSC self-renewal, immune response and cell proliferation. The total protein-protein interaction networks provide basic information for genetic association studies performed using irradiation, which could act as an initial step for better deciphering the molecular mechanisms of irradiation response together with our microarray results.

## Materials and Methods

### Animals and Irradiation experiments

Ethics Statement: All animal studies complied with current ethical considerations with the approval (SYXK-2007-0025) of Shanghai Jiao Tong University School of Pharmacy. Male specific pathogen free (SPF) BALB/c mice, 7 to 8 weeks of age with body weights of 18∼22 g, were purchased from Sino-British SIPPR/BK Lab. Animal Ltd., Co. We used male mice to avoid the effect of an estradiol cycle. All mice had been bred under isolated conditions and housed in filter-top, micro-isolator cages.

Mice were randomly allocated to irradiated groups (n = 29 mice) and sham-irradiated (n = 6 mice) group as control reference. Mice were exposed to total body irradiation with a single dose of 4 Gy gamma-radiation or sham-irradiation (0 Gy). Irradiation treatment was performed at The Second Military Medical University by using a ^60^Co source with a dose rate of 0.7653 Gy/min. At 3, 7, 11 and 21 days after irradiation (DAI) or 0 day (sham-irradiation), 0.5–1 ml of blood was collected and the animals were euthanized. Whole bone marrow cells from both tibias were collected using a previously published protocol [8], [46]. Six to eight mice were used for each time point to collect enough cells for RNA extraction. Experiments were performed in accordance with the National Experimentation Manual.

### Blood cell counts

The regeneration of BM post-injury was assessed by means of peripheral blood cell counts and bone marrow nucleated cell (BMNC) counts. Peripheral blood samples were analyzed by using Automated hematology analyzer Celltac α (Nihon Kohden, Japan) according to the manufacturer's protocol. Bone marrow nucleated cells were calculated by using blood cell count board.

### RNA isolation

Bone marrow cells were added to TRIzol Reagent (Invitrogen, Carlsbad, CA, USA) in amount of 1∼3×10^7^ cells/ml of TRIzol. Total RNA was extracted according to the manufacturer's protocol, and was further purified by using RNeasy mini-columns (QIAGEN, Valencia, CA). The absorbance ratio at 260/280 was measured to evaluate the purity of all the RNA samples, and the quality and integrity were assessed by agarose gel electrophoresis. All the RNA samples exhibited an intensity ratio of 28S to 18S rRNA bands that was approximately 2∶1, and the OD260/OD280 ratio fell in the range of 2.0–2.1.

### Microarray experiment

RNA samples from four irradiated mice and one sham-irradiated mouse were used to detect gene expression changes at each time point. Gene expression profiling was performed using Illunima's MouseWG-6 Beadchips (Illumina Inc., San Diego, CA). The biotinylated and amplified cRNA was generated from the total RNA samples using the Illumina TotalPrep RNA Amplification Kit (Ambion, applied Biosystems, Foster City, CA). All the procedures were based on the manufacturer's RNA amplification protocol, consisting of reverse transcription to synthesize first strand cDNA (dsDNA) with a T7 Oligo(dT) Primer. The cDNA then underwent second strand synthesis and purification, followed by *in vitro* transcription with T7 RNA Polymerase to generate multiple copies of biotinylated cRNA.

After sample labeling, five labeled and amplified cRNAs samples were hybridized to Illumina Mouse-6 Expression Bead Chips, following the manufacturer's protocols. Images were extracted using the Illumina Iscan Reader and the final text file was output through Illumina's Genome Studio application after data normalization based on average normalization algorithms. The output file contained the original signal of each gene, including Average Signal, Detection P value, DiffScore and Symbol. Detective p-value was applied to describe the significant difference between signal intensity and background. Statistical significance was calculated using the Student's t test (*p*-value<0.05 for at least one time point), and *p*-value was corrected by false discovery rate (FDR). Microarray data were deposited in the GEO public database (accession number: GSE28195). All data generated in this study were MIAME compliant.

### Bioinformatics analysis of microarray data

A comprehensive bioinformatics analysis approach was used to enrich the dataset for genes that were most likely to be associated with recovery from IR, including: clustering analysis, Gene ontology (GO) analysis, GO map analysis and Dynamic Gene network analysis (Figure 7).

**Figure 7:**
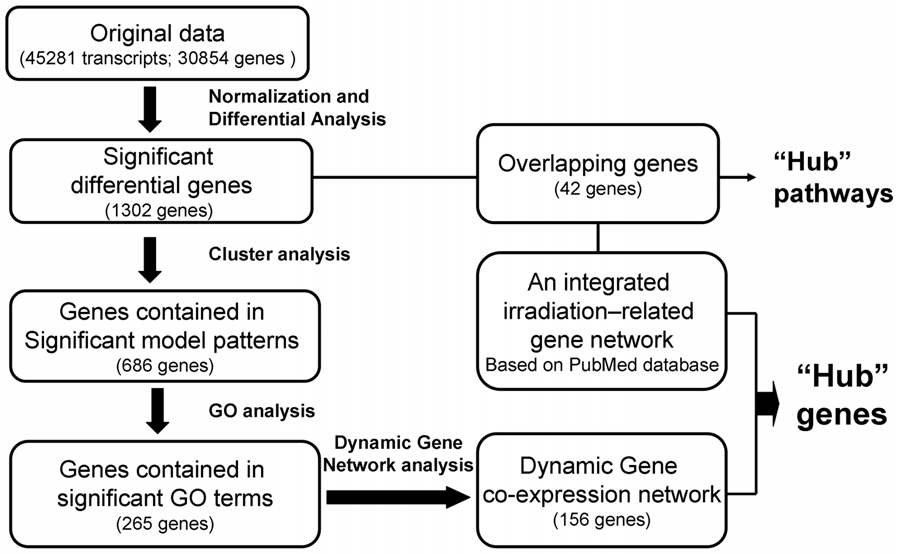
Flow chart of bioinformatics analyses for selecting hub genes and pathways related to IR.

#### Cluster analysis

We subjected 1302 significant differential genes to cluster analysis using the Short Time-series Expression Miner (STEM) version 1.3.6 (http://www.cs.cmu.edu/~jernst/stem/). Fifty model temporal expression patterns were used to identify the expression patterns of significant differential genes. These were simultaneously integrated with Gene Ontology classification. Each cluster contained certain number of genes that have similar expression patterns after IR. The gene clusters were ranked by the *p*-value significance of the observed number of genes that fit a profile beyond the expected number.

#### GO analysis

A total of 686 genes, fell in significant model profiles (*p*<0.001), underwent Gene Ontology analysis according to the Gene Ontology, which is the key functional classification of NCBI [22]. All the GO terms assigned to these genes were obtained, and examined simultaneously by Fisher's exact test and 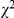 test for calculating the level of significance. The FDR was calculated to correct the *p*-value [47], the smaller the FDR, the smaller the error in judging the *p*-value. In addition, enrichment also provides a measure of the significance of the function: as the enrichment increases, the corresponding function is more specific under our experimental condition [35]. The criterion of *p*-value<0.05 was used to screen out significant GO terms. The manual summarization was conducted based on European Bioinformatics Institute (EBI) database (http://www.ebi.ac.uk/QuickGO/).

#### Dynamic gene network analysis

The normalized signal intensity of significant differential genes was used to build a co-expression network. At first, the Pearson's correlation of each pair of genes was calculated as the basis of choosing the significant correlation gene pairs. Then the gene-gene interaction network was established according to the correlation between genes. Within the network analysis, nodes represent the genes, and the edges between genes depict the interaction between them [48]. All the nodes were marked with degree, which is defined as the link numbers one node has to the other. Genes with higher degrees occupied more central positions in the network and had a stronger capacity of modulating adjacent genes. In addition, k-core in graph theory was applied to describe the characteristics of the network including, but not limited to, the centrality of genes within a network and the complexity of the subnetworks. According to the relationship between genes, they were divided into several subnetworks, and marked with different colors [25].

#### Pathway analysis

Overlapping genes were identified by a comparison between significant differentially expressed genes and text-mined genes. The pathways were enriched using the Database for Annotation, Visualization and Integrated Discovery (DAVID) v6.7 web server [49] (http://david.abcc.ncifcrf.gov/home.jsp), interrogating KEGG database.

### Establishment of an integrated gene network

The integrated gene list, which includes genes related to irradiation, was constructed by text mining. Four keywords of “irradiation”, “ionizing radiation”, “gamma radiation” and “radiotherapy” were used as search terms for collecting all the radiation-related literatures from PubMed database [26]. The total protein-protein interaction network of all the radiation-related genes was also constructed based on HPRD (http://www.hprd.org/), after mapping all the selected genes to human genes. We also constructed the subnetwork of 42 overlapping genes, and listed 10 core genes with the degree values >10 and their GO terms based on the PubMed database.

### Validation of microarray data by Real-time PCR

Real-time RT-PCR was performed to verify the differential expression of 6 selected genes, those are *Ccl3*, *Ctsk*, *Cxcl12*, *Pten*, *Adipoq* and *Tob1*. Total RNA was isolated from BM of BALB/c mice exposed to the same experimental conditions as used in microarray assay including three independent experiments. RNA was reverse transcribed using ReverTra Ace qPCR RT Kit (TOYOBO, Osaka, Japan). Real-time RT-PCR was conducted in 10 µl reactions consisted of 5 µl 2×SYBR Green Real-time PCR Master Mix (Applied Biosystems), 0.3 µM primers, and 1 µl template cDNA. The PCR cycling programs began with an initial denaturation for 5 min at 94°C, followed by 40 cycles of 30 sec at 94°C, 30 sec at 60∼65°C (listed in Table 5), 30 sec at 72°C, and ended with the step of melting curve. The relative changes in gene expression were calculated by 2^−ΔΔCt^ method, GAPDH was used as an internal control gene to normalize the amount of RNA added to the PCR reactions [50].

**Table 5:** Primer sequences.

Gene symbol	Direction	Primer sequence (5′-3′)	Product size (bp)
Ccl3	Sense	CAAGTCTTCTCAGCGCCAT	158
	Anti-sense	ATCTGCCGGTTTCTCTTAGTCA	
Ctsk	Sense	GGGCCAGGATGAAAGTTGTA	106
	Anti-sense	CACTGCTCTCTTCAGGGCTT	
Cxcl12	Sense	ACATCGCCAGAGCCAACGTCA	111
	Anti-sense	TCGGGTCAATGCACACTTGTCT	
Pten	Sense	ACTGCACGAATAATAAGGCAT	152
	Anti-sense	TAAAATTGAAGCCCTAATCCC	
Adipoq	Sense	CACTGGCAAGTTCTACTGCAA	140
	Anti-sense	TCTTTTCCTGATACTGGTCGT	
Tob1	Sense	TGCTCTTTCTCCCAATGCCAA	149
	Anti-sense	CTCCGTAGGCCGCAAACAC	
Gapdh	Sense	TGTGTCCGTCGTGGATCTGA	104
	Anti-sense	TTGCTGTTGAAGTCGCAGGAG	

## Supporting Information

Figure S1 **The protein-protein interaction network of text-mined genes related to IR.** The yellow nodes represent genes, and the blue line shows the interactions between genes. All information is based on HPRD.
(TIF)

Table S1 **Significant differential genes by comparison of irradiated samples and sham-irradiated samples.**
(XLS)

Table S2 **The analysis results of short time series gene expression data.**
(XLS)

Table S3 **The enrichment of Gene Ontology in each temporal expression pattern analyzed by STEM software.**
(XLS)

Table S4 **Significant functional categories and their differentially expressed genes according to biological process.**
(XLS)

Table S5 **The classification of functional categories.**
(XLS)

Table S6 **Significant functional categories (** ***p*** **<0.05) and their differentially expressed genes according to cellular component.**
(XLS)

Table S7 **The characteristics of GO map and the interaction among these significant GO terms.**
(XLS)

Table S8 **The genes contained in dynamic co-expression network and the functional categories of its genes with the degree >5.**
(XLS)

Table S9 **The irradiation-related genes extracted through text mining.**
(XLS)

Table S10 **The interaction between irradiation-related genes.**
(XLS)

Table S11 **Overlapping gene set obtained by comparing significant differential genes and text-mined genes.**
(XLS)

How the deposited data were processed for this re-analysis (not part of the article)

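The values analysed here are those of 5 arrays of total bone marrow cells from BALB/c mice, 1 array of sham-irradiated marrow (0 DAI) and 1 array each for 3, 7, 11 and 21 DAI after 4 Gy of gamma-rays. The intensity values were read from Illumina MouseWG-6 BeadChips by the authors with GenomeStudio, and the deposited intensities are background-subtracted and scaled by average normalization, on a linear scale. How signals below background were treated is not given in the sources used here, and between 14742 and 16168 probes per array have a value below 0. The plan had been to scale non-normalized signals and to take a floor from detection p-values. A table of 10 columns of non-normalized signals and detection p-values was not used, since its columns could not be assigned to the samples. The scaled table was used instead, without further scaling, since the mean was 535.7 on all 5 arrays. With no detection p-value for these arrays, a fixed floor of 64 was set, and lower signals were raised to it.

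Gene symbols came from the platform's annotation. There were 34885 probes with 1 symbol, 18 with several and 10378 that are not listed. The last 2 groups were left out, which leaves some of the genes that the paper names without a value here. The Entrez gene identifiers of 18992 of the 19057 genes were found in the RefSeq gene table. Each gene was represented by its probe with the highest mean signal. Of the 9172 genes with more than 1 probe, 3, 7, 0 and 6 had probes called in both directions at 3, 7, 11 and 21 DAI. The log2 ratio of each time to 0 DAI was computed where at least 1 of the 2 signals was above the floor, and a gene was called at an absolute log2 ratio of 1 or more. No p-value, SD or model was computed, since each time has 1 array. Simulated arrays were each made from the 0 DAI signals with a spread of 0.15 on the log2 scale. The changed genes were drawn from those above 4 times the floor at 0 DAI. Of 100 genes changed 4-fold, 100% were called at each time. Of 100 genes changed 2.83-fold, 98% were called at 3 and 21 DAI and 100% at 7 and 11 DAI. None of 18857 unchanged genes was called, which follows from so small a spread. The real spread between arrays is unknown with 1 array per time. These rates thus check the computation and give no error rate for the measured arrays.

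Gene lists were of 3 kinds: those of cell types and functions, written from general knowledge, those that the paper chose on these samples (Tables 2, 4, S2, S4 and S11 and its text) and the Gadd45 genes with their partners. The cell type and function lists, the size rule and the first set of alternatives were fixed before the deposited values were examined. Some members of these lists are also genes that the paper names from these arrays, so the lists are not wholly independent of it. For each list and time, the median log2 ratio was given with its percentile among 10000 random lists of the same size matched on mean expression in 10 bins, as a description of these arrays. Genes named in the text are the 10 highest and 10 lowest per time among genes measured above the floor on both arrays, every gene that the paper names, and of each list the 5 brightest members and the 4 members with the largest ratio. The values of the paper's Table S1 and Figure 6 had been seen before this rule was written, and Table S1 holds signals of these same arrays. The alternatives tried were quantile normalization, median scaling, a floor of 100, a pseudocount of 50 in place of a floor, the mean over probes, size rules of 3-fold and 1.5-fold, and the mean of the other 3 irradiated arrays as baseline. A further one, the mean signal over all probes of a gene, was added after the values and those of Table S1 had been seen. The analysis used Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.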

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

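All tests in this part that weigh an explanation were chosen only after the result was seen. The cell type and function lists were fixed before the deposited values were examined. Each value compares single arrays.

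Several lists stand out although the paper does not discuss them as groups. The interferon-stimulated genes had a median log2 ratio of 2.44 at 11 DAI. The B cell genes were at -1.63 at 3 DAI and the erythroid genes at -2.0 at 21 DAI. The megakaryocyte and platelet genes were at 1.62 at 3 DAI and 1.15 at 11 DAI. The MHC class II genes were at -1.10 at 7 DAI, and the heat shock genes at -1.20 at 7 DAI and -1.09 at 21 DAI. The osteoblast and stromal genes were at 1.79 and the adipocyte genes at 1.05 at 3 DAI. Under some settings medians of these lists fell short of 1. With a floor of 100, the heat shock medians were -0.93 at 7 DAI and -0.96 at 21 DAI and the adipocyte median was 0.41 at 3 DAI, with a pseudocount the MHC class II median was -0.96 at 7 DAI, and with the mean signal over all probes the megakaryocyte and platelet median was 0.79 at 11 DAI. Of 70 genes called higher at 1 time and lower at another, 2 genes of the paper's Table 3 are given here, and the differences were not tested. The log2 ratio of Cdkn1a at 3 DAI exceeded that at 11 DAI by 3.44, and that of Igf1r at 7 DAI exceeded that at 11 DAI by 2.66. The value of Igf1r at 7 DAI, 1.06, was below 1 under 4 of the other settings.

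Most of the immediate early and histone genes had their highest signal on the 0 DAI array. A scaling difference of that array is argued against, since the median of the housekeeping and of the DNA replication and mitosis genes lay at most 0.23 from 0 at any time. Fewer dividing cells, as a source of the lower histone genes, are argued against by the DNA replication and mitosis genes, whose lowest median was 0.028. With quantile normalization that median was -0.10. The labelling primed RNA with oligo(dT), so the histone signals cover only the RNA that this primer copies. Whether that part of the histone RNA changed on its own was not tested. Between irradiated arrays, the immediate early genes at 3 DAI lay above the mean of the other 3 by a median of 1.03, and the histone genes lay at most -0.31 (7 DAI) from it, which does not decide whether the 0 DAI array itself is unusual. A response to irradiation that lasts to 21 DAI may underlie the 76.9% of immediate early genes that were highest at 0 DAI, but with 1 sham-irradiated array it cannot be told apart from the state of that sample.

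Most osteoblast and stromal genes, 3 of 5 adipocyte genes and the osteoclast gene Ctsk were higher at 3 DAI. A lower share of hematopoietic cells in that sample would raise the genes of all other cell types alike. Among genes measured on both arrays, the median of 10 osteoblast and stromal genes exceeded that of 8 endothelial genes by 2.13 (medians of 2.79 and 0.66). However, only 1 of 10 genes restricted to endothelium was above 2 times the floor. With bounds included, 6 of 16 endothelial genes were at least 2-fold higher, 10 lay within 2-fold and none was lower. Lists of hematopoietic cells moved both ways at 3 DAI. Among them, the median was 1.62 for megakaryocyte and platelet genes and 0.74 for monocyte and macrophage genes. It was -1.63 for B cell genes and -0.97 for erythroid genes. The paper reports the nadir of bone marrow nucleated cells at 3 DAI (Figure 1). That goes with a lower share of hematopoietic cells, but the count does not give the share of each cell type. This explanation thus stays open. Muscle carried over with the bone is argued against, since the highest signal of Acta1, Ckm, Tnnt3 and Myh4 at 3 DAI was 17.9. A change of the stromal cells themselves after irradiation also stays open and was not tested.

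Of the 12 cell adhesion genes that the paper names, 7 were lower and 1 was higher at 11 DAI. A candidate explanation is a lower share of maturing neutrophils in that sample. The later neutrophil genes outside the adhesion list, without those near saturation, had a median of -0.73 at 11 DAI, with 11 of 12 below 0 and quartiles of -1.0 and -0.50. The median of the adhesion genes was lower, at -1.22, so the neutrophil values do not reach the size of their fall. Of 18 monocyte and macrophage genes with a ratio at 11 DAI, 4 were lower and 3 higher, and a part of other cell types was not tested. The paper proposes a detachment of stem cells from their niches, which stays open, since the stem and progenitor genes had a median of 0.42 over 11 genes and such cells are a small part of whole marrow.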

How the results depend on the processing

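The mean signal over all probes was chosen as a setting only after the values were seen. Outside the change of baseline, 816 of 840 list medians and 1398 of 1456 values of named genes kept their side of the 2-fold size, among which 57 medians and 15 gene values, all within 2-fold, changed sign, 12 medians and 31 gene values fell inside it, 12 and 26 passed it, and no called value reversed. Besides the medians given with their results, further ones fell inside the 2-fold size. With the mean over probes, the Gadd45 family and partners were at -0.98 at 11 DAI. The heat shock genes were then at -0.97 at 21 DAI and the MHC class II genes at -0.98 at 7 DAI. With the mean signal over all probes, the heat shock genes were at -0.92 at 7 DAI and -0.96 at 21 DAI. The adipocyte genes were then at 0.79 at 3 DAI. Irgm1 at 11 DAI, within 2-fold at -0.27, was at 1.22 with the mean over probes. No paired analysis was possible because each time has 1 array, and leaving out a replicate or using a replicate block was not possible either. The alternatives that need detection p-values, which are normexp background with quantile normalization and a detection threshold of 0.05, were not run, and the deposited table, planned as an alternative, became the source of the values. About 30% of the probes were above the floor, so ratios of weakly expressed genes are bounds or are missing. The cause was not tested for any of the changes below.

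At 3-fold, higher and lower genes numbered 142 and 125 at 3 DAI, 50 and 97 at 7 DAI, 115 and 142 at 11 DAI, and 22 and 127 at 21 DAI, with 596 called at 1 or more times and 2 higher and 16 lower at all 4 times. At 1.5-fold they were 1395 and 907, 1256 and 681, 1512 and 1036, and 1175 and 664, with 4816 called, 105 higher and 159 lower at all 4 times. With median scaling, 225 genes were higher at 7 DAI, 126 at 21 DAI and 5 at all 4 times. With a pseudocount of 50, 126 were higher at 21 DAI and 5 at all 4 times, and with the mean signal over all probes 130 were higher at 21 DAI. Besides Hgf and Klf4, given with their results, called gene values that fell inside the 2-fold size were with quantile normalization Eif2ak2 at 21 DAI 0.91, Hist1h4f at 3 DAI -0.9989, Igf1r at 7 DAI 0.93, Mcm3 at 3 DAI 0.97; with median scaling Eif2ak2 at 21 DAI 0.91, Igf1r at 7 DAI 0.94, Mcm3 at 3 DAI 0.95; with a floor of 100 Ctsk at 7 DAI 0.94, Igf1 at 3 DAI 0.97, Phlda3 at 3 DAI 0.92, Sesn2 at 7 DAI 0.72; with a pseudocount of 50 Ctsk at 7 DAI 0.82, Eif2ak2 at 21 DAI 0.98, Jun at 3 DAI -0.96, Mcm3 at 3 DAI 0.99, Sdc3 at 7 DAI 0.90, Sesn2 at 7 DAI 0.78, Vwf at 11 DAI 0.94; with the mean over probes Ccnd2 at 3 DAI 0.84, Fas at 11 DAI -0.87, Gadd45b at 11 DAI -0.98, H1fx at 3 DAI -0.90, Igf1r at 7 DAI 0.99; with the mean signal over all probes Fas at 11 DAI -0.95, Igf1r at 7 DAI 0.97, Sdc3 at 7 DAI 0.87, Vwf at 11 DAI 0.79.

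Medians that passed the 2-fold size were with quantile normalization the HSC self-renewal genes at 21 DAI -1.04, the Gadd45 family and partners at 21 DAI -1.07, the erythroid genes at 3 DAI -1.01; with median scaling the HSC self-renewal genes at 21 DAI -1.06, the 42 overlapping genes at 21 DAI -1.01, the nucleosome assembly genes at 3 DAI -1.08, the nucleosome assembly genes at 21 DAI -1.05, the Gadd45 family and partners at 21 DAI -1.08, the erythroid genes at 3 DAI -1.07; with a pseudocount of 50 the monocyte and macrophage genes at 3 DAI 1.09; with the mean signal over all probes the Gadd45 family and partners at 7 DAI -1.02, the osteoblast and stromal genes at 21 DAI -1.22. Gene values that passed it were with quantile normalization Ccnl1 at 7 DAI -1.08, Ccnl1 at 21 DAI -1.05, Gadd45b at 3 DAI -1.09, Gadd45b at 21 DAI -1.07, Gadd45g at 7 DAI -1.05, Itgb2 at 11 DAI -1.02, Tnf at 21 DAI -1.09, Tob1 at 3 DAI -1.07; with median scaling Ccnl1 at 7 DAI -1.07, Ccnl1 at 21 DAI -1.06, Cxcl12 at 21 DAI -1.004, Fos at 3 DAI -1.04, Gadd45b at 3 DAI -1.06, Gadd45b at 21 DAI -1.08, Gadd45g at 7 DAI -1.11, Hist1h4f at 21 DAI -1.05, Itgb2 at 11 DAI -1.02, Tnf at 21 DAI -1.11, Tob1 at 3 DAI -1.06; with the mean over probes Dnajb9 at 3 DAI -1.10, Gadd45g at 7 DAI -1.11, Hist1h4f at 21 DAI -1.05, Tnf at 21 DAI -1.33; with the mean signal over all probes Cdkn1a at 7 DAI -1.04, Gadd45g at 7 DAI -1.02, Tnf at 21 DAI -1.21.

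Against the mean of the other 3 irradiated arrays, 82 genes were higher at 21 DAI. The medians of the core genes were -0.93 at 7 DAI and -0.69 at 21 DAI for the k-core of 9, and 0.41, -0.32, -0.13 and 0.024 at the 4 times for the k-core of 6, those of the immediate early genes 1.03, -0.50, -0.33 and -0.083, that of the interferon-stimulated genes -0.89 at 7 DAI, and that of the megakaryocyte and platelet genes -0.064 at 11 DAI. Called gene values that reversed were at 3 DAI Egr1 2.02, Egr2 1.89, Eif2ak2 -0.23, Gadd45a 0.20, Hist1h2bb 0.34, Hist1h4f 0.11, Hspa1b 1.01, Jun 1.01, Junb 0.52, Jund 0.52, Klf2 1.14, Klf4 1.40, Plk2 0.97, Rhob 0.66; at 7 DAI Cish -0.19, Ctsk -1.5, Gadd45a 0.82, Rhob 0.074, Sdc3 -0.51; at 11 DAI Ccr7 0.37, Ctsk -0.71, Egr1 0.66, Gadd45g 0.14; at 21 DAI Eif2ak2 -0.30, Hist1h2bb 0.46, Hist1h4k 0.33, Jun 0.26, Junb 0.024, Klf2 0.059, Klf4 0.29. This baseline compares irradiated samples with each other and leaves out 0 DAI by construction.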

Differences from the paper's values

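No test of a cause is given in this part, and the setting with the mean signal over all probes was chosen only after the values were seen. Of 84 values of Table S1 that were set beside the values here, as signal relative to 0 DAI, 3 differed. Between measured values, a difference means that one is more than 1.5 times the other. A bound counted as differing only where it lay beyond the paper's value by more than 1.5 times. Mybpc2 at 3 DAI and Lyve1 at 11 DAI, both under the floor on those days, thus counted as not differing. For Ccnd2 at 7 DAI the paper's value is 1.51 and the value here is 2.41. The 2 values did not differ under quantile normalization (2.21), median scaling (2.21), a pseudocount (2.24) and the mean over probes (1.19), and differed with a floor of 100 (2.41). For Ccnd2 at 21 DAI the paper's value is 0.952 and the value here is 1.48. They did not differ under quantile normalization (1.35), median scaling (1.34), a pseudocount (1.42) and the mean over probes (0.797), and differed with a floor of 100 (1.48). For Fn1 at 11 DAI the paper's value is 0.101 and the value here is 0.156. They did not differ under quantile normalization (0.145) and median scaling (0.144), and differed with a floor of 100 (0.156), a pseudocount (0.189) and the mean over probes (0.269). With the mean signal over all probes, chosen after seeing the values, none of the 3 differed (1.62 and 1.02 for Ccnd2, and at most 0.185 for Fn1, a bound that includes the paper's value). With that setting 712 of the 817 matched genes of Table S1 were called, against 730 with the brightest probe. Of those 730, 32 were no longer called.

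The paper states that the named cell adhesion genes were repressed, with the day of the lowest value for each. Of the 12 genes, 11 had their lowest signal on the stated day, 2 of them tied with another day at the floor. The exception was Sdc3, placed by the paper among the repressed genes with its lowest value at 3 DAI. Its signal here was lowest at 0 DAI, at 113, and 976 at 3 DAI, and in the paper's Table S1 it is 116 at 0 DAI and 1002 at 3 DAI. Over all calls of Table S1 that could be matched, 309 of 353 at 3 DAI, 158 of 181 at 7 DAI, 392 of 455 at 11 DAI and 169 of 195 at 21 DAI were on the same side and at least 2-fold here, and 6, 7, 12 and 10 were on the opposite side. The thresholds differ, since Table S1 rests on the p-values of the paper and the calls here on size alone.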

Other observations

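No test was chosen for this part, and all of its lists were fixed before the deposited values were examined. At 21 DAI, 20 of 22 erythroid genes with a ratio were at least 2-fold lower. The blood group gene Kel was at a log2 ratio of -2.78, Trim10 at -2.67, the spectrin gene Sptb at -2.38 and the ferrochelatase gene Fech at -2.28. Hba-a1, whose signal of 45600 at 0 DAI lies near the upper end of the scale, was at 0.11. At 3 DAI, 11 of 22 erythroid genes were lower, with a median of -0.97, and the medians were 0.06 and -0.11 at 7 and 11 DAI. Megakaryocyte and platelet genes ran differently. At 3 DAI, 11 of 14 were higher, with the platelet chemokine gene Ppbp at 4.73 and Alox12 at 3.84 or more. At 7 DAI, 3 of 9 were lower, with Pf4 at -3.05, and at 11 DAI 8 of 13 were higher. Of these ratios, 5, 4 and 5 were bounds at 3, 7 and 11 DAI. A gene under the floor at 0 DAI has a ratio only where it rises above the floor, so the genes counted differ between times.

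Of the monocyte and macrophage genes, 8 of 20 were higher at 3 DAI, with C1qb at 3.62 or more, Axl at 3.12 and Mrc1 at 2.77, and the medians were 0.74, 0.18, -0.18 and 0.20 at the 4 times. Of the MHC class II genes, 7 of 11 were lower at 7 DAI and 1 at 3 DAI, those at 7 DAI including Cd74 at -1.58 and H2-Eb1 at -1.57. The heat shock medians were -0.82 at 3 DAI and -0.15 at 11 DAI. The neutrophil primary granule and progenitor genes had medians of 0.47, -0.35, 0.08 and 0.44, the plasma cell genes 0.52, 0.03, 0.36 and 0.53, and the eosinophil, basophil and mast cell genes 0.08, -0.33, -0.50 and 0.13. The endothelial genes had medians of 0.64, 0.00, 0.22 and -0.05, and the skeletal muscle genes, of which 6 had a ratio at 3 DAI, -0.35, -0.08, -0.56 and -0.67. Some of these lists share genes, and whole marrow does not separate a change in cell numbers from a change within cells.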
